# HDAC4 Does Not Act as a Protein Deacetylase in the Postnatal Murine Brain *In Vivo*

**DOI:** 10.1371/journal.pone.0080849

**Published:** 2013-11-22

**Authors:** Michal Mielcarek, Tamara Seredenina, Matthew P. Stokes, Georgina F. Osborne, Christian Landles, Linda Inuabasi, Sophie A. Franklin, Jeffrey C. Silva, Ruth Luthi-Carter, Vahri Beaumont, Gillian P. Bates

## Abstract

Reversible protein acetylation provides a central mechanism for controlling gene expression and cellular signaling events. It is governed by the antagonistic commitment of two enzymes families: the histone acetyltransferases (HATs) and the histone deacetylases (HDACs). HDAC4, like its class IIa counterparts, is a potent transcriptional repressor through interactions with tissue specific transcription factors via its N-terminal domain. Whilst the lysine deacetylase activity of the class IIa HDACs is much less potent than that of the class I enzymes, HDAC4 has been reported to influence protein deacetylation through its interaction with HDAC3. To investigate the influence of HDAC4 on protein acetylation we employed the immunoaffinity-based AcetylScan proteomic method. We identified many proteins known to be modified by acetylation, but found that the absence of HDAC4 had no effect on the acetylation profile of the murine neonate brain. This is consistent with the biochemical data suggesting that HDAC4 may not function as a lysine deacetylase, but these *in vivo* data do not support the previous report showing that the enzymatic activity of HDAC3 might be modified by its interaction with HDAC4. To complement this work, we used Affymetrix arrays to investigate the effect of HDAC4 knock-out on the transcriptional profile of the postnatal murine brain. There was no effect on global transcription, consistent with the absence of a differential histone acetylation profile. Validation of the array data by Taq-man qPCR indicated that only *protamine 1* and *Igfbp6* mRNA levels were increased by more than one-fold and only *Calml4* was decreased. The lack of a major effect on the transcriptional profile is consistent with the cytoplasmic location of HDAC4 in the P3 murine brain.

## Introduction

The acetylation of specific lysine residues influences the activity of many proteins including histones and this process has been shown to be a central mechanism controlling gene expression and cell signaling events. There is an increasing body of evidence to suggest that chromatin structure and epigenetic regulation are major players in the pathology of many diseases including neurodegenerative disorders [1]. Reversible lysine acetylation is controlled by the antagonistic commitment of two enzymes families: the histone acetyltransferases (HATs) and the histone deacetylases (HDACs) [2]. The 18 human HDACs can be clustered into four different classes, based on their sequence homology to the yeast orthologus Rpd3, Hda1 and Sir2. The class I HDACs have high homology to Rpd3 and include HDAC1, -2, -3- and -8. Class II HDACs are homologous to Hda1 and are divided into two subclasses: IIa (HDAC4, -5, -7, -9) and IIb (HDAC6 and HDAC10). Class III HDACs have high homology to yeast Sir2 and comprise the sirtuins: SIRT 1-7. Finally class IV contains only HDAC11, which shares homology with both class I and II enzymes [2].

In comparison to the other classes of HDACs the class II enzymes display a number of unique features. Unlike the HDAC1 enzymes that are predominantly localised in nuclei, the class IIa enzymes shuttle between the nucleus and cytoplasm, a process that is controlled through the phosphorylation of specific serine residues within their N-terminal domains [3-5]. The class IIa HDACs are potent transcriptional repressors, a function that is mediated through the regulatory N-terminal domains that interact with tissue specific transcriptional factors [3], and is dependent upon their presence in the nucleus [4]. Finally, in contrast to the other HDACs, the C-terminal catalytic domain of the class IIa enzymes contains a histidine substitution of a critical tyrosine residue that has been shown to render them comparatively inactive as lysine deacetylases [6].

HDAC4 is highly expressed in the mouse brain as compared to the other class IIa enzymes [7] with the highest expression occurring during early postnatal life [8]. In various experimental models, it has been shown that the loss of HDAC4 can lead to neurodegeneration during the development of the retina [9] and cerebellum [10]. Moreover, partial loss of *Hdac4* in the mouse forebrain under the *CamkII* promoter, revealed impairments in hippocampal-depend learning and memory with a simultaneous increase in locomotor activity [11]. In the light of these findings, it was surprising that the selective deletion of *Hdac4* under the Thy1 or nestin promoters did not alter the gross morphology or cytoarchitecture of the brain and resulted in normal locomotor activity [12]. Similarly hippocampal depletion of HDAC4 *in vivo* abolished long-lasting stress-inducible behavioural changes and improved stress related learning and memory impairments in mice [13]. Finally, HDAC4 overexpression has been shown to accelerate the death of cerebellar granule and neurons [8,14,15] and rendered neurons more vulnerable to a H_2_0_2_ insult by inhibiting PPARγ activity (peroxisome proliferators-activated receptor γ)[16]. 

To further explore the biological function of HDAC4 in brain, we have investigated whether loss of HDAC4 in the postnatal mouse brain causes global changes in the acetylation status of various proteins and/or results in major changes to transcriptional profiles *in vivo*.

## Results

We have employed a genetic approach to investigate the extent to which HDAC4 contributes to global changes in protein acetylation in brain. *Hdac4* knock-out (KO) mice are viable until early postnatal life [17], therefore, it was possible to compare the pattern of protein acetylation between wild type (WT) and HDAC4 null brains from neonates at three days of age (P3), an age at which HDAC4 is highly expressed [8].

We used Cell Signalling Technology’s AcetylScan proteomics platform [18-21] to identify and quantify differences in acetylation between WT and *Hdac4*KO mouse brains. The AcetylScan method combines the isolation of acetylated peptides from protease digested protein extracts using a proprietary immunoaffinity purification method followed by the identification and quantitation of peptides by liquid chromatography with tandem mass spectrometry (LC-MS/MS) on an LTQ-Orbitrap mass spectrometer. Chromatographic peak apex intensities of peptide ions in each sample are derived from their corresponding extracted ion chromatograms. Label-free quantitation is performed by comparing peak intensities of the same peptide ion in each sample to generate their corresponding fold-changes. 

The Acetylscan method was performed on two independent pools of 2-3 brains (0.5 g) for each of the *Hdac4*KO and WT genotypes (pool 1 or pool 2) and each pool was run in duplicate. 4,247 redundant peptide assignments containing acetylated lysines from 1,164 non-redundant proteins were identified, including peptide sequences from proteins with known acetylation signatures such as histones, tubulin and many others (Table S1). Our analysis focussed on those peptides that had a maximum intensity of 10-fold above background (200,000 intensity with a background of 20,000), and a cut-off of greater than 2.5-fold, to determine whether peptides were differentially acetylated between genotypes [18,22]. The quantitative data was reproducible, with biological (inter-pool) %CV’s of 17.2% to 22.5%, and analytical (intra-pool) %CV’s of 10.9% to 12.5% (see Table S1). The fold change measurements for all peptides are displayed in the histogram in Figure 1A, with the ±2.5-fold change cut-offs delineated. The histone-derived peptides were well above the intensity cut-off and are summarised in Table S1, and the fold changes indicate that there was no difference in the degree of histone acetylation between WT and *Hdac4*KO brains. There was only one peptide that could be considered to approach our cut-off criteria in both biological replicates (Figure 1A). This differential acetylation signature was identified for VEGF (vascular endothelial growth factor A isoform 1 precursor) triply acetylated at Lys324, Lys326, and Lys329. The mean raw intensity values for the VEGF affinity purified peptides are shown in Figure 1B. Other acetylated peptides, including those from DYN1, ATAT1, RAI1, Beta-s, and GPB1/2 showed a change in abundance between the WT and *Hdac*4KO brains, however, these changes were not consistent across both brain pools (Table S1). Therefore, we were able to find very little evidence to support a change in the acetylation status of proteins caused by the absence of HDAC4, with lysine 324, 326, and 329 in VEGF providing the only strong candidate. 

**Figure 1:**
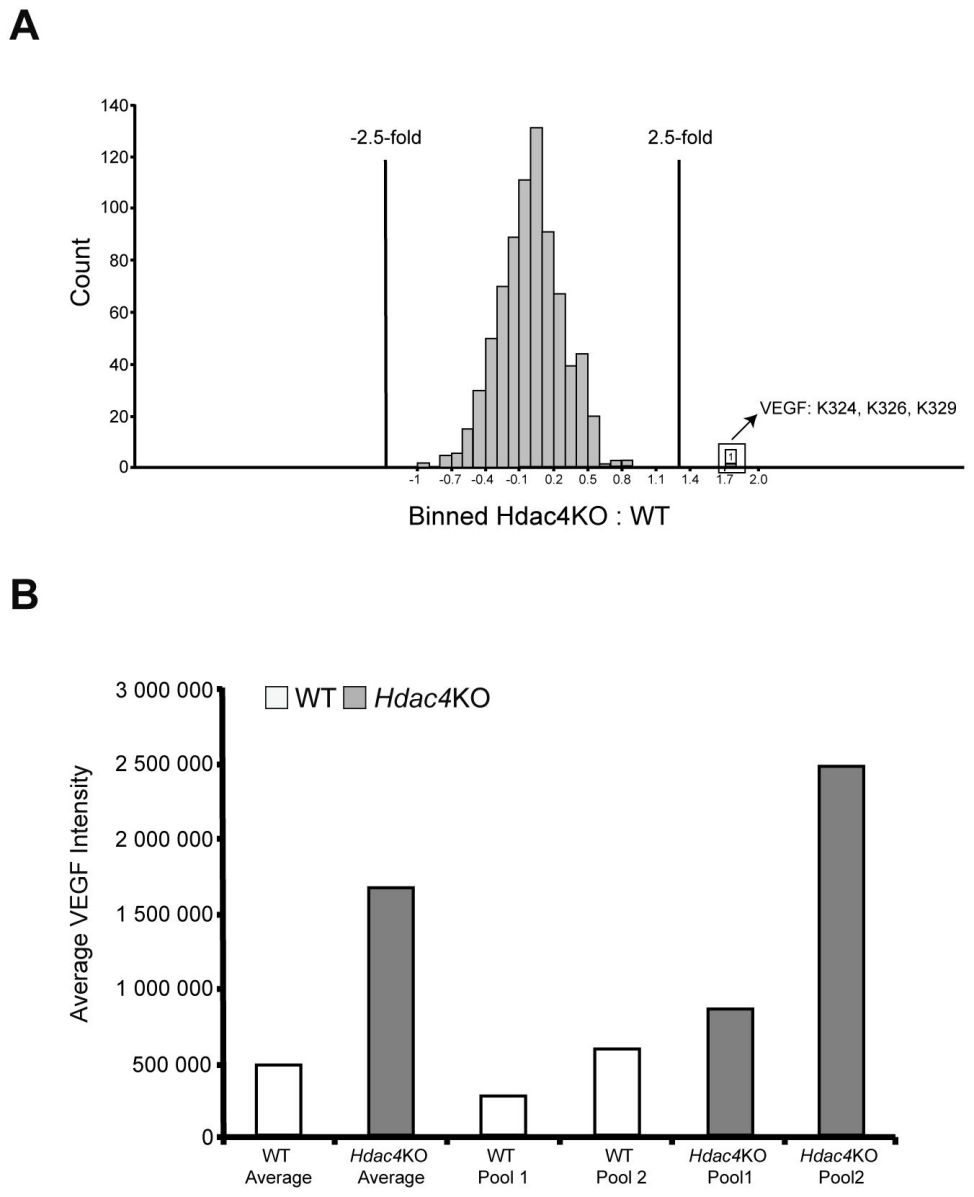
Absence of HDAC4 causes only minor changes to the neonate brain acetylome. (A) Histogram showing normalized log_2_ ratios between HDAC4 KO and WT brains for all peptides identified. The VEGF peptide with a >2.5-fold change is highlighted. (B) Relative abundance for VEGF K324, 326, 329 acetylated peptide across all samples (control and HDAC4 KO pool1 and pool 2).

As we did not observe changes in histone acetylation in response to HDAC4 depletion, we would predict that loss of HDAC4 would not result in global transcriptional dysregulation. However, we would expect some transcriptional changes as HDAC4 is known to repress transcription through the interaction of specific transcription factors with its N-terminal domain. To investigate this further, we performed Affymetrix array profiling on WT and *Hdac4*KO brains from P3 neonates. 

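Hdac4 itself, which encodes a class IIa histone deacetylase, was lower in the arrays labelled Hdac4KO at each of its 3 probe sets. At the probe set with the largest change the mean log2 signal was 7.92 ± 0.16 (SD, n = 10) in WT and 6.53 ± 0.36 (SD, n = 10) in Hdac4KO brains, a log2 fold change of −1.39 (SE 0.12, adjusted p = 6.28e-07 from limma). At the second the log2 fold change was −1.19 (SE 0.10, adjusted p = 9.48e-07), and at both probe sets every Hdac4KO array lay below every WT array, although Hdac4KO replicate 10 (7.35) and WT replicate 8 (7.36) almost met at the second. The third probe set had a log2 fold change of −0.46 (SE 0.10, adjusted p = 0.0198). The median of all probe sets lay between 6.26 and 6.32 in every array. How much Hdac4 RNA is left in the Hdac4KO brains cannot be read from these signals, since probe sets share no scale. Which part of Hdac4 the knock-out allele lacks, and whether it carries a reporter, is not given in the sources used here, and a probe set outside that part would not check the labels. The paper reports HDAC4 protein as absent from Hdac4KO brains (Figure 4A).

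Xist, the RNA that silences an X chromosome in females, and the Y-linked genes Kdm5d, Uty and Eif2s3y went against the sex label in 3 arrays. The array labelled WT replicate 5, a male by its label, had Xist at 12.6 and Kdm5d at 2.96 (log2). For the array labelled WT replicate 9, a female by its label, the values were 5.99 and 8.07. The array labelled Hdac4KO replicate 10, a male by its label, had Xist at 12.3 together with Kdm5d at 6.88, and its Hdac4 signal of 7.43 was the highest of its group. The lowest Hdac4 signal among the WT arrays was 7.54, in the array labelled WT replicate 8. All labels were kept as given.

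Each array measured whole-brain RNA at postnatal day 3 with 45101 probe sets, and the deposited log2 signals were used as they stand. The 64 control probe sets were left out and 45037 were tested, of which 34945 carry exactly 1 gene symbol. Genotypes were compared with linear models and moderated statistics from limma in place of the t-test named in the methods, and p-values were adjusted by the Benjamini-Hochberg procedure over all probe sets tested. With 200 changed probe sets simulated among the 45037, this comparison called 66% of those changed 1.2-fold, 88% at 1.3-fold, 96% at 1.5-fold and 100% at 2-fold, and 8 of its 183 calls were false. How far these rates hold for the real arrays was not tested. There, leaving out a single array moved the calls at any fold change to between 351 and 1715. The number of arrays limits the precision of each value. As a measure of RNA integrity, the 3′ minus 5′ signal, averaged over the actin and Gapdh control probe sets, was 0.19 ± 0.03 (SD, n = 10) on the log2 scale in WT and 0.22 ± 0.03 (SD, n = 10) in Hdac4KO brains (two-sided permutation test, p = 0.0836). It was above 0 for actin (0.48 in WT and 0.52 in Hdac4KO brains, p = 0.0485) and below 0 for Gapdh (−0.10 and −0.09, p = 0.478).

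**Figure D1:**
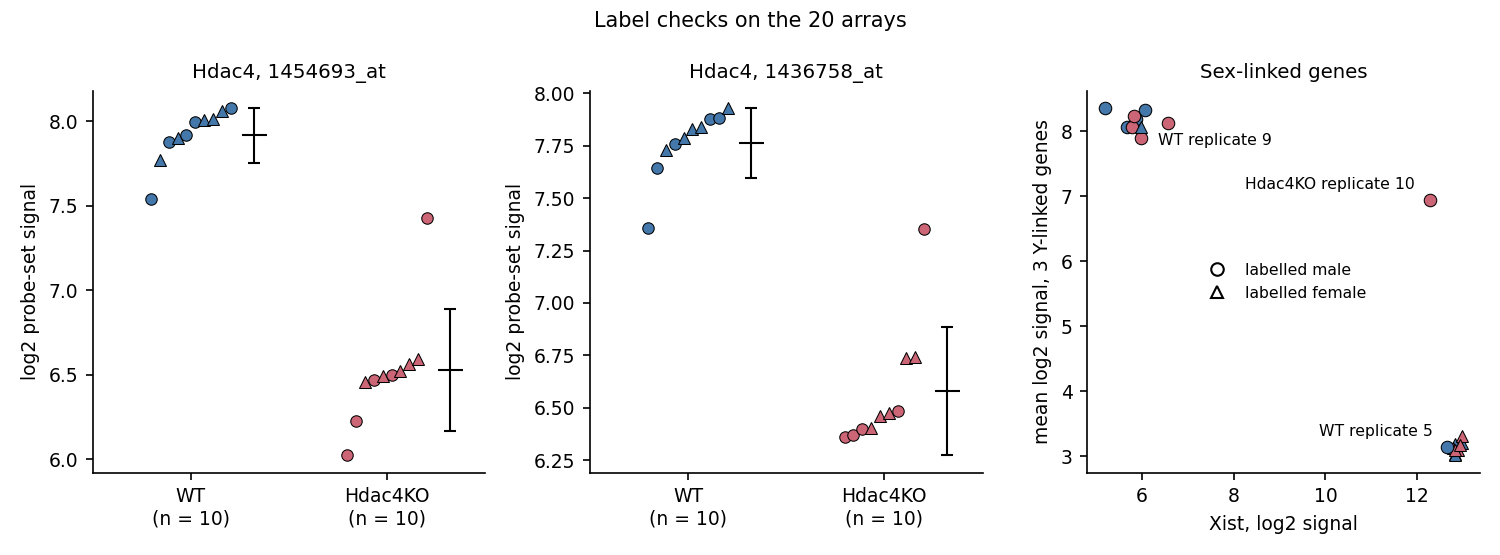
Log2 signals of Hdac4 at the first and the second probe set by genotype, and the mean log2 signal of 3 Y-linked genes against that of Xist. Each point is an array (circles, labelled male; triangles, labelled female; blue, WT; red, Hdac4KO), and bars give the mean ± SD of 10 arrays. In both Hdac4 plots all Hdac4KO arrays lie below all WT arrays, and 3 arrays lie apart from their sex label.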

RNA was prepared from five brains per gender per genotype (n = 10/genotype) and profiled using the mouse genome 430_2 arrays. Gene expression changes were filtered for a false discovery rate (FDR *p*<0.05) and the number of genes for which the level of expression differed between the genotpes by more than 20% and 30% is listed in Table 1. 

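In the Hdac4KO brains 474 probe sets were higher and 453 were lower at an adjusted p under 0.05 from limma. Beyond 20%, 72 were higher and 271 lower, and beyond 30% the counts were 19 and 142. The largest increase after Prm1 was that of Pam, which encodes the enzyme that amidates peptide hormones. Its mean log2 signal was 8.47 ± 0.19 (SD, n = 10) in WT and 9.40 ± 0.14 (SD, n = 10) in Hdac4KO brains, a rise of 1.90-fold (log2 fold change 0.93, SE 0.07, adjusted p = 1.89e-07), with every Hdac4KO array above every WT array. Egr1, an immediate-early transcription factor, rose by 0.41 on the log2 scale (SE 0.08, adjusted p = 0.0162), and all 10 Hdac4KO arrays lay above the WT mean. Armc9, a protein of the base of cilia, rose by 0.62 at one probe set (SE 0.08, adjusted p = 0.000347) and fell by 0.27 at another (adjusted p = 0.0245), while its other 5 did not pass. Ing5, Farsb, Ramp1, Slc26a8 and 2610528A11Rik followed with log2 fold changes between 0.40 and 0.51, and Igfbp6 was also among the 10 largest. Of Ing5, Farsb and Slc26a8 a single probe set passed, and of the 3 for Ramp1 a pair did, while the third stood at −0.22 (adjusted p = 0.0719). By qPCR the paper found a small increase for Pam and none for Ing5 and Farsb. Pam, Armc9, Ing5, Farsb and Ramp1 lie on the chromosome that carries Hdac4.

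Among the genes that were lower, Golm2 (Casc4 in the paper), a Golgi membrane protein, had the largest change after Hdac4, with a log2 fold change of −0.99 (SE 0.18, adjusted p = 0.0152). Next came Nhsl2 (−0.92), Pnmal2 (−0.90), Rlf (−0.86), Scd2, a fatty acid desaturase (−0.79), A830010M20Rik (−0.78), Nedd4, a ubiquitin ligase (−0.76), Atrx, a chromatin remodeller (−0.74), and Knl1, a kinetochore protein (−0.73). Their adjusted p-values ran from 0.0162 to 0.0298. Each of these 9 genes also has a probe set that did not pass: the other one of Golm2 stood at 0.07, that of Pnmal2 at 0.00 and the brightest of Atrx at 0.02. By qPCR the paper found Golm2, Pnmal2, Rlf, Scd2 and Nedd4 unchanged and Atrx higher. With the 3′ to 5′ difference of the control probe sets as a covariate, 23 probe sets were higher and 20 lower, and of the 18 genes named here besides Hdac4 and Prm1, Pam and Armc9 passed. Beyond 20% the covariate gave 15 higher and 14 lower, and beyond 30% 7 and 9. The median log2 fold change of the 271 probe sets lower by more than 20% went from −0.38 to −0.33 with the covariate. That of the 72 higher ones went from 0.322 to 0.316, so lost calls alone do not show that the changes went away. Leaving out a single array moved the counts beyond 20% to between 36 and 148 higher (Hdac4KO replicates 8 and 2) and between 108 and 421 lower (WT replicates 2 and 9), and those beyond 30% to between 11 and 30 higher (Hdac4KO replicates 8 and 2) and between 65 and 229 lower (WT replicates 2 and 9). The arrays labelled WT replicate 8 and Hdac4KO replicate 10 were left out after their signals were seen to lie between the genotypes. Without both, the counts at any fold change were 157 higher and 170 lower, and those beyond 20% were 42 and 110. Leaving out a single array took the counts at any fold change as low as 184 and 167 (WT replicate 2) and as high as 991 and 724 (Hdac4KO replicate 2). Ing5, Slc26a8, Scd2 and Atrx lost their call when single arrays were left out (5 to 8 arrays each, adjusted p from 0.0501 to 0.0680).

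**Figure D2:**
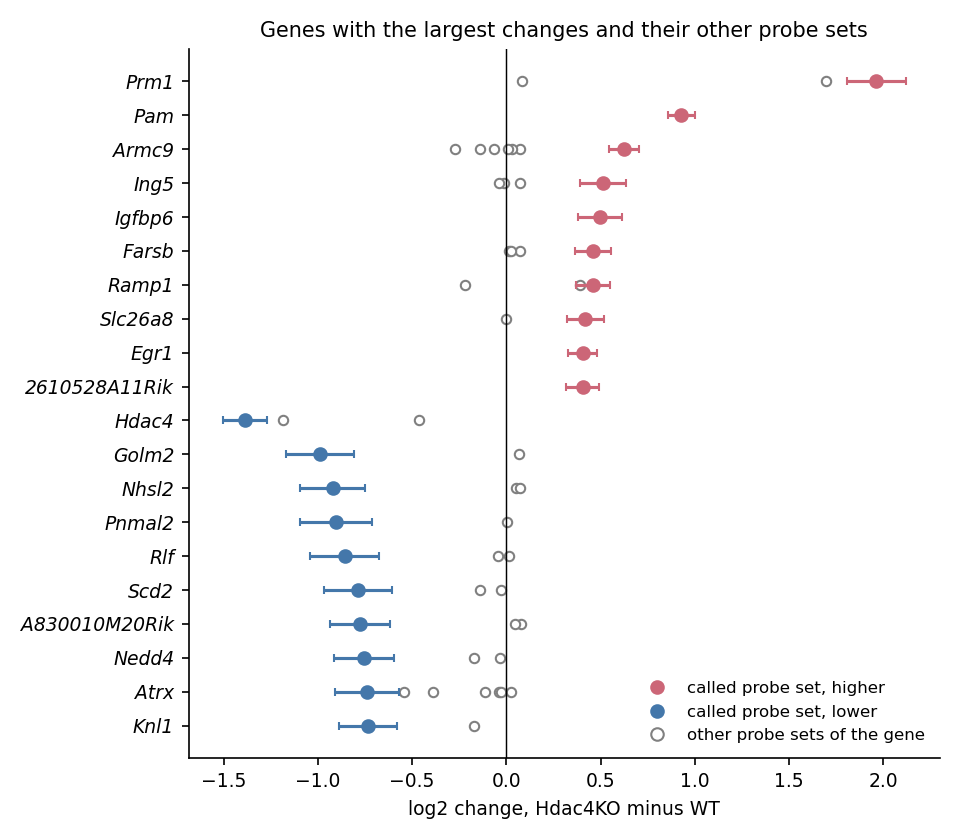
Log2 fold changes (Hdac4KO minus WT, 10 arrays each) of the 10 genes with the largest increase and the 10 with the largest decrease. Filled points are the passing probe set with the largest change, with its SE, and open points are the other probe sets of the same gene, passing or not. For the 9 genes below Hdac4 every other probe set lies closer to 0 than the filled one.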

The microarray data have been deposited in the NCBI GEO database with the accesssion number GSE 4938. 

**Table 1:** Transcriptional changes between WT and *Hdac4*KO P3 brains as detected by Affymetrix array profiling.

Probe sets	More than 20% change	More than 30% change
Downregulated	363	69
Upregulated	109	22

Affymetrix arrays were used to determine the effect of *Hdac4* knock-out on the transcription profile in the postnatal P3 brain (n=10 per genotype). The number of genes that were significantly altered between genotypes with a fold-change of >30% or >20% for each pairwise comparison is noted. Statistical significance was determined after FDR-correction at a stringency of *p*≤0.05.

To validate these data we performed Taqman quantitiative real-time PCR (qPCR) (n = 10/genotype) for 20 upregulated and 20 downreguled genes selected on the basis of their fold-change, FDR-corrected *p*-value and biological function. 

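On the arrays, 18 of the 20 genes of each set are named in the probe-set annotation. Of the set chosen as higher, 11 had a probe set that was higher in Hdac4KO brains at an adjusted p under 0.05 from limma, and 1 of these, Armc9, also had a lower one. Of the set chosen as lower, 15 had a lower probe set, and Crebbp and Bmpr2 also had a higher one. The study chose both sets on these arrays, so the counts are not independent evidence of direction. Judged by the brightest probe set of each gene, 5 of the first set were higher and 2 of the second were lower (9 higher in the first set, 3 lower and 3 higher in the second, when adjusted over the list alone). Ngef, a guanine nucleotide exchange factor of neurons, had a log2 fold change of 0.26 (SE 0.05, adjusted p = 0.0203), and Ramp1, a subunit of the calcitonin gene-related peptide receptor, rose at its brightest probe set too. Stk25, a serine/threonine kinase, fell from 11.3 ± 0.10 (SD, n = 10) to 10.8 ± 0.12 (SD, n = 10), a log2 fold change of −0.53 (SE 0.05, adjusted p = 2.38e-06), with every Hdac4KO array below every WT array.

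Probe sets of one gene often went apart in the second set. Syt1, a calcium sensor of synaptic vesicles, had a log2 fold change of −0.38 at one probe set (adjusted p = 0.0310) and 0.14 at its brightest probe set (adjusted p = 0.0504; 9 of 33 alternatives passed). For Hif1a, the oxygen-regulated transcription factor, the values were −0.49 (adjusted p = 0.0162) and 0.01 (adjusted p = 0.901). Crebbp, a histone acetyltransferase, stood at −0.52 (adjusted p = 0.0301) and at 0.16 (adjusted p = 0.0182), and Bmpr2 at −0.46 (adjusted p = 0.0213) and 0.17 (adjusted p = 0.0334). Their brightest probe sets were others, at −0.16 for Crebbp (adjusted p = 0.427) and 0.08 for Bmpr2 (adjusted p = 0.127). Gmfb had a probe set at −1.32 that did not pass (adjusted p = 0.0783), with its brightest at 0.08. As a group, the set chosen as higher had a median log2 fold change of 0.17 (camera, adjusted p = 4.33e-05; adjusted p = 0.0201 with an estimated correlation, the highest over its alternatives). The set chosen as lower had a median of 0.01 and a mean of −0.03 (camera, Down, adjusted p = 0.815; 2.27e-20 with the largest-variance probe set, and under 0.05 with the mean of probe sets too, both Down). Members chosen on these arrays make these p-values no independent test either. The genes of the reference used for qPCR, Atp5b, Canx and Rpl13a, had log2 fold changes of 0.05, −0.06 and 0.00 (median 0.00204, mean −0.00482; camera, Down, adjusted p = 0.815), and none passed in limma at its brightest probe set (1 lower at an unadjusted p under 0.05, 0 with the t-test), but a dimmer probe set of Canx was lower by 0.16 (adjusted p = 0.0245). The chromosome that carries Hdac4 holds 8 of the 18 genes of the first set and 3 of the second. With the 3′ to 5′ difference as a covariate, 3 of the first set and 1 of the second passed, and without the arrays labelled WT replicate 8 and Hdac4KO replicate 10, an alternative chosen after seeing the data, 8 and 4 did. Without WT replicate 2 or 4 or Hdac4KO replicate 8, 6 of the first set and 7 of the second passed. Without WT replicate 5 the counts were 7 and 8, without WT replicate 3 or 7 the first was 7, and without Hdac4KO replicate 5 or 7 it was 6.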

Of the upregulated genes: *Prm1* (protamine 1) was increased by 12-fold, and *Igfbp6* (insulin-growth factor binding protein 6) by more than 2-fold (Figure 2A). Of the synaptic proteins, there was a minor (20%) but significant increase in *Synpo* (synaptopodin) but not *Sytl2* (synaptotagmin like 2 protein) (Figure 2B). Of the remaining 16 upregulated transcripts, there was a small increase (up to 50%) for 11 genes (Figure 2C). We performed a similar validation for the downregulated transcript levels (Figure 3). Surprisingly, a reduction in expression could only be validated for *Calml4* (calmodulin-like 4) which was decreased by approximately 40% of WT (Figure 3A). In contrast, we observed a minor but significant increase for *Nrxn1* (neurexin1), *Gbmf* (Glia maturation factor beta), *Cdh7* (cadherin 7), *Bmpr2* (bone morphogenic protein receptor, type II), *Stk25* (serine/threonine kinase 25), *Atrx* (alpha thalassemia/mental retardation syndrome X-linked homolog) and (*Eif4g1* eukaryotic translation initiation factor 4, gamma 1). A change in expression for the remaining 12 genes was not detected (Figure 3B). 

**Figure 2:**
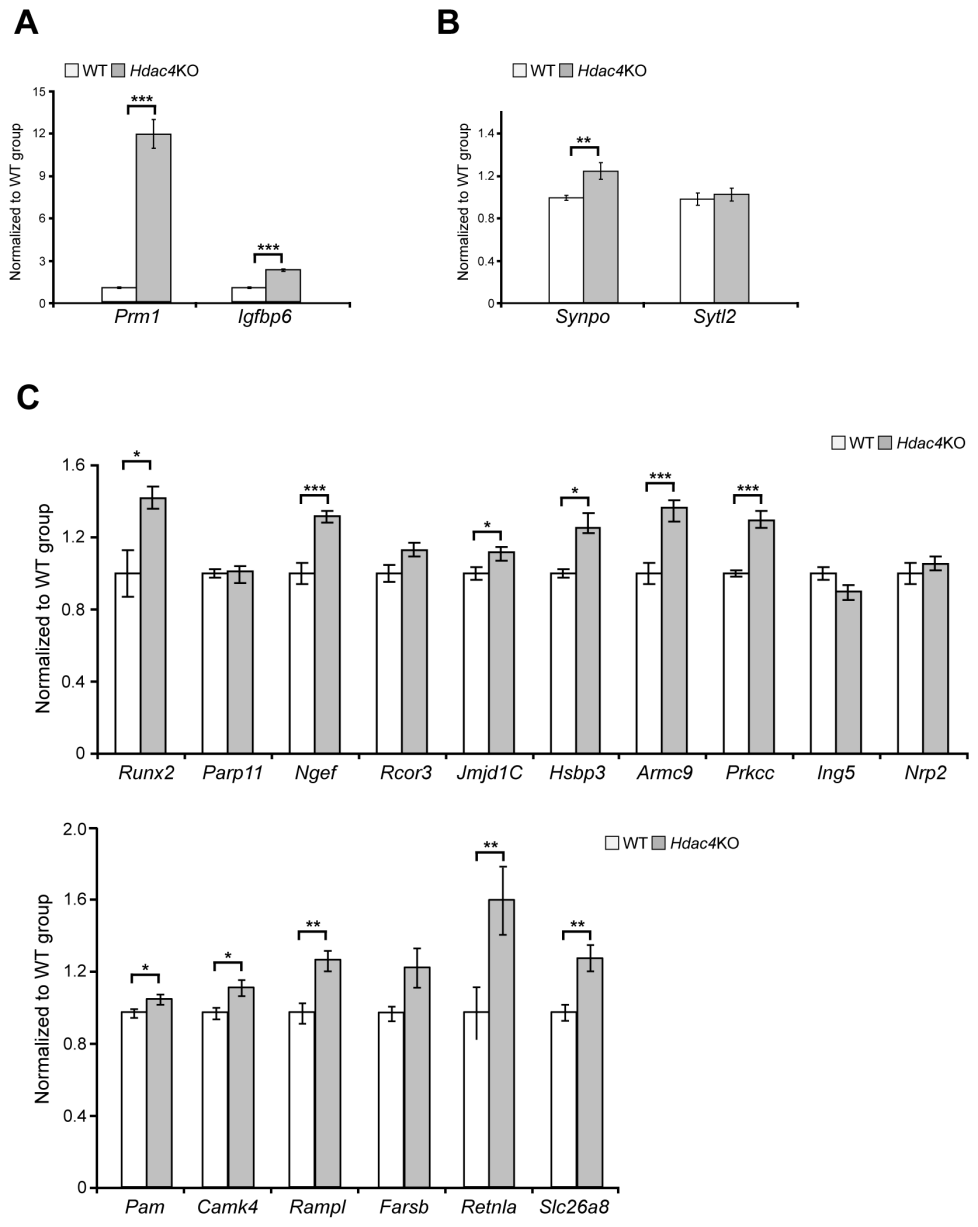
Validation of the genes predicted to be upregulated in *Hdac4* knock-out P3 brains. (A) *Prm1* (protamine 1) and *Igbp6* (insulin-growth factor binding protein 6) transcript levels were significantly upregulated in *Hdac4*KO P3 brains by 14-fold and 3-fold respectively. (B) *Synpo* (Synaptopodin) was modestly upregulated in *Hdac4*KO P3 brains whereas *Sytl2* (synaptotagmin like 2 protein) was unchanged. (C) Runx2 (runt-related transcription factor 2), *Ngef* (neuronal guanine nucleotide exchange factor), *Jmjd1C* (jumonji domain containing 1C), *Hsbp3* (heat shock protein 3), *Armc9* (armadilo repeat containing protein 9), *Prkcc* (protein kinase C gamma), Pam (peptidylglycine alpha-amidating monooxygenase), CamkIV (calcium /calmodulin-dependent protein kinase IV), *Ramp1* (receptor (calcitonin) activity modifying protein 1), *Retnlα* (resistin like alpha protein), *Slc26α8* (solute carrier family 26, member 8) were modestly upregulated in *Hdac4*KO P3 brains whereas *Parp11* (poly(ADP-ribose) polymerase member 11), *Rcor3* (REST corepresor 3), Ing5 (inhibitor of growth family 5) Nrp2 (neuropilin 2) and *Farsb* (phenylalanyl-tRNA synthetase, beta subunit) were unchanged. All mRNA expression levels were assessed by Taqman qPCR and presented as a relative expression ratio to the geometric mean of three housekeeping genes *Atp5b*, *Canx*, *Rpl13α*. Error bars are S.E.M (n>7). *p<0.05, **p<0.01, ***p<0.001.

**Figure 3:**
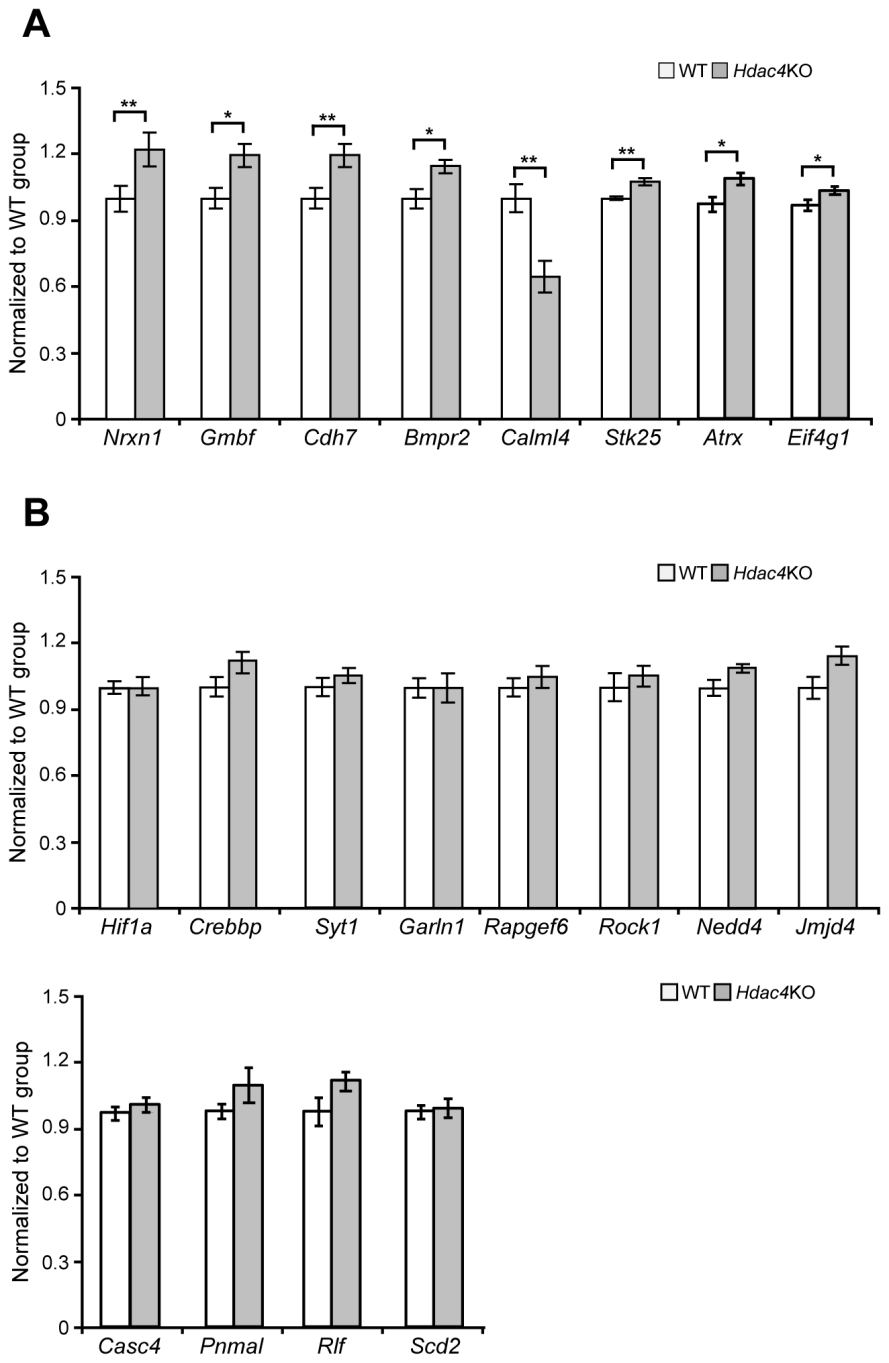
Validation of the genes predicted to be downregulated in *Hdac4* knock-out P3 brains. (A) *Nrxn1* (neurexin1), *Gmbf* (glia maturation factor beta), Cdh7 (cadherin 7), *Bmpr2* (bone morphogenic protein receptor, type II), Stk25 (serine/threonine kinase 25), *Atrx* (alpha thalassemia/mental retardation syndrome X-linked homolog) and *Eif4g1* (eukaryotic translation initiation factor 4, gamma 1) were modestly upregulated in *Hdac4*KO P3 brains. *Calml4* (calmodulin-like 4) was the only gene that was downregulated (B) The expression level of Hif1α (hypoxia inducible factor 1 alpha subunit), *Crebbp* (CREB-binding protein), Syt1 (synaptotagemin 1) *Garln1* (GTPase activating RANGAP domain like 1 protein), *Rapgef6* (Rap guanine nucleotide exchange factor GEF6), Rock1 (Rho-associated coiled-coil containing protein kinase 1), *Nedd4* (NEDD4 binding protein), *Jmjd4* (jumonji containing protein 4), *Casc4* (cancer susceptibility candidate 4), *Pnmal* (PNMA-like 2), *Rlf* (rearranged L-myc fusion sequence) and Scd2 (stearoyl-Coenzyme A desaturase 2) did not change between *Hdac4*KO and WT P3 brains. All mRNA expression levels were assessed by Taqman qPCR and presented as a relative expression ratio to the geometric mean of three housekeeping genes *Atp5b*, *Canx*, *Rpl13α*. Error bars are S.E.M (n>7). *p<0.05, **p<0.01.

These data prompted us to investigate the localisation of the steady-state levels of HDAC4 in the brains of P3 neonates which was found to be cytoplasmic by both western blotting and immunohistochemistry (Figure 4). 

**Figure 4:**
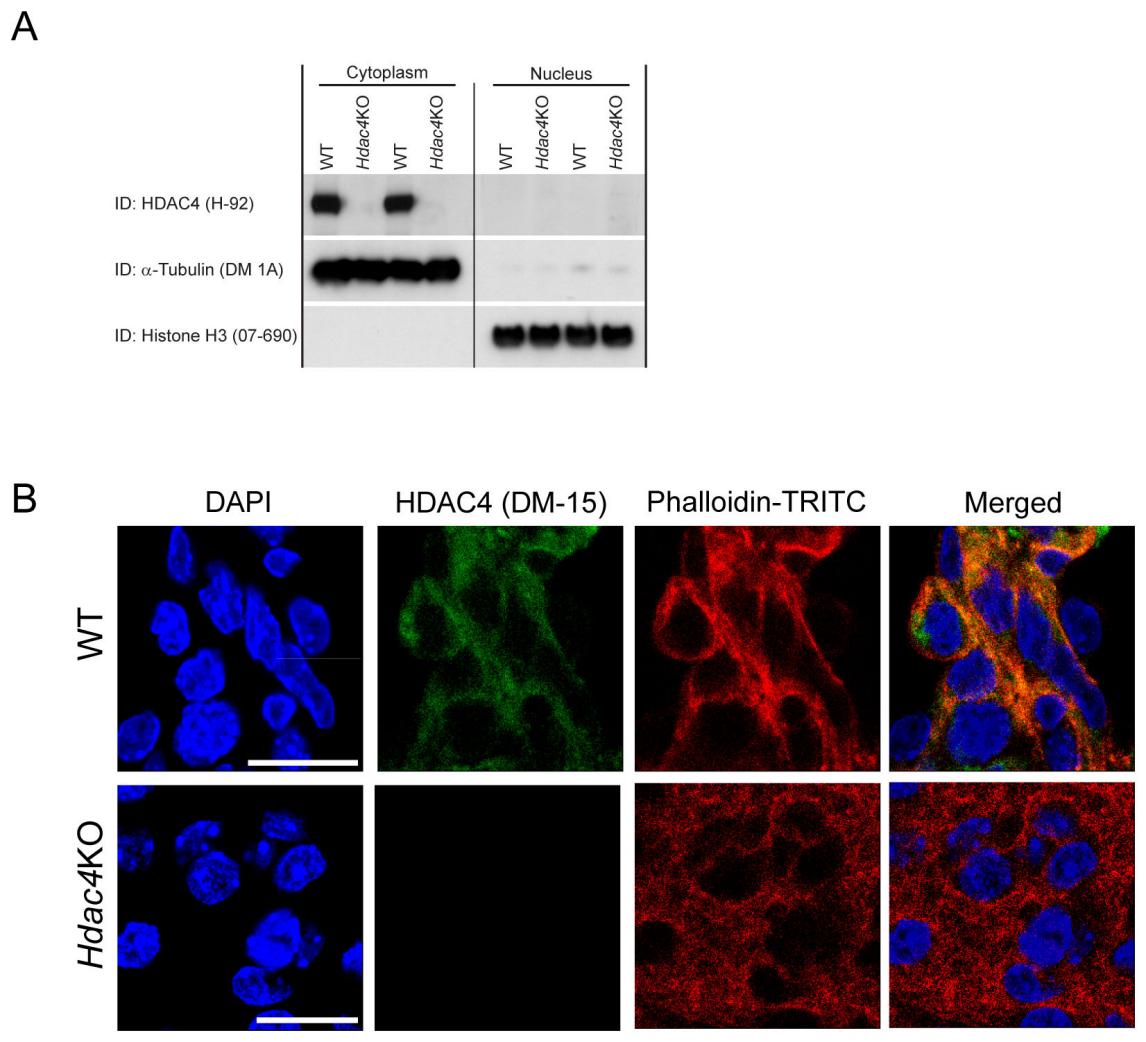
HDAC4 is localised to the cytoplasm in the P3 brain. (A) Western blot showing that HDAC4 is localised exclusively to the cytoplasm and absent in *Hdac4*KO brains. (B) Confocal images demonstrating that HDAC4 is localised to the cytoplasm. Scale bar = 25 μm.

## Discussion

During cell homeostasis, HATs and HDACs are maintained in a highly balanced state to efficiently regulate cell equilibrium leading to normal neurophysiological outputs [23]. There is accumulating evidence that altered chromatin plasticity and protein acetylation are involved in many neuropathological processes an as well in ageing [24]. HDAC4, like the other class IIa HDAC members, shuttles between the nucleus and the cytoplasm in response to specific stimuli [25,26]. It is expressed abundantly in the adult mouse brain [27] and localizes predominantly to the cytoplasm of most neurons and dendritic spines [7]. To date, the biological role of HDAC4 has been linked either to its possible deacetylase activity or to its potency to repress transcription factors, specifically myocyte enhancing factors (MEFs) [2]. The aim of this study was to evaluate the potential of HDAC4 as a protein deacetylase or transcriptional repressor in the murine brain during early postnatal life. To this end, we employed two unbiased screens: the AcetylScan proteomics platform and Affymetrix transcriptomic arrays. 

If HDAC4 acts as a lysine deacetylase, either directly or indirectly, we reasoned that the absence of HDAC4 would be expected to result in a perturbation in the acetylome. To test this hypothesis, we applied the AcetylScan platform to determine whether lysine acetylation was increased in *Hdac4* knockout brains as compared to WT, at 3 days of age, when HDAC4 is highly expressed [8]. Peptides containing acetylated lysine residues that derive from proteins known to be modified were detected at high signal intensities e.g histones, tubulin, 14-3-3 isoforms tau and dystrophin (Table S1). We were only able to detect a possible *Hdac4* knock-out related increase in acetylation at lysines 324, 326 and 329 in VEGF (vascular endothelial growth factor A). This change in acetylated peptide abundance may have been caused indirectly, or, given that our analysis cannot distinguish between an increase in lysine acetylation and an increase in the expression level of a protein, may reflect an increase in VEGF levels. These data indicate that HDAC4 does not act as a global protein deacetylase *in vivo*. Whilst we cannot rule out that the absence of HDAC4 may alter the aceytylation of specific protein, our data are consistent with the demonstration that the ancestral substitution of a tyrosine residue for histidine in the catalytic domain of HDAC4, as well as the other class IIa HDACs, renders them inactive as lysine deacetylases [6,28]. It has also been proposed that the disruption of the interaction between HDAC4 and HDAC3 influences histone acetylation through the activation of the catalytic domain of HDAC3 [29]. However, given that histone acetylation was not increased in the *Hdac4K*O brains, our *in vivo* data do not support this hypothesis. 

To complement the AcetylScan study we used Affymetrix arrays to compare the transcriptional profiles of the *Hdac4*KO and WT P3 brains. 

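Histone acetyltransferases and the deacetylases outside class IIa gave no call in the Hdac4KO brains, judged by the brightest probe set, while Hdac4 was lower and Hdac5 higher. Of 15 histone acetyltransferases measured, none passed in limma, 3 were higher and none lower at an unadjusted p under 0.05, and none passed with the t-test or with trend and robust eBayes. The smallest p-values belonged to Kat2a (log2 fold change 0.08, adjusted p = 0.154), Ncoa3 (0.09, adjusted p = 0.173), Gtf3c4 (0.08, adjusted p = 0.231) and Ncoa1 (0.07, adjusted p = 0.282). As a group they did not stand apart from other genes (camera, adjusted p = 0.809; above 0.05 too under every alternative that compares with other genes). The fry test, which asks whether they move at all and not whether they differ from other genes, gave 0.0333. Dimmer probe sets passed in Crebbp (log2 fold change 0.16, adjusted p = 0.0182, and −0.52, adjusted p = 0.0301) and Ncoa1 (0.12, adjusted p = 0.0427). The 14 other histone deacetylases, sirtuins and corepressors measured gave no call in limma either, with 2 higher at an unadjusted p under 0.05, and 1 passed with the t-test (camera, adjusted p = 0.815). Among them, Hdac3, the deacetylase that class IIa enzymes bind, had a log2 fold change of 0.08 (SE 0.03, adjusted p = 0.115; 0.0453 with the t-test and 0.0446 with dim probe sets left out, to 0.334 with the 3′ to 5′ difference as a covariate), Hdac10 stood at 0.10, Sirt1 at −0.09 and Sirt7 at 0.05. Adjusted over the list alone, neither list gave a call. Over all probe sets, 97.7% lay within 20% of the WT level either way, and the median log2 fold change was 0.00. The first value counts dim probe sets too. The arrays were deposited at near-equal medians, so a median of 0.00 cannot test for a shift of all transcripts. At an unadjusted p under 0.05 there were 8121 probe sets, where chance alone gives 2252. The higher ones past the adjusted threshold had a median log2 signal of 8.45 and the lower ones 7.22, against 6.30 for all probe sets, while beyond 20% the medians were 6.66 and 6.83.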

The relative paucity of changes is consistent with our failure to detect global increases in histone acetylation. HDAC4 is known to inhibit transcription through its interaction with MEF2 [30] and comparison of our array data to the genome-wide expression profile of MEF2-dependent transcripts in brain [31] indicated that we were unable to detect changes in MEF2 dependent transcripts. 

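In the arrays, 4 of 28 measured targets of MEF2, the transcription factor that class IIa histone deacetylases hold inactive, were higher in Hdac4KO brains and none was lower at an adjusted p under 0.05 from limma (12 higher and none lower when adjusted over the list alone), judged by the brightest probe set, while a dimmer one of Ube3a was lower by 0.29 (adjusted p = 0.0317). Sez6, a membrane protein of dendrites, had a mean log2 signal of 10.3 ± 0.04 (SD, n = 10) in WT and 10.5 ± 0.06 (SD, n = 10) in Hdac4KO brains, a log2 fold change of 0.18 (SE 0.03, adjusted p = 0.00518), with every Hdac4KO array above every WT array, while its other 2 probe sets did not pass (0.09 and 0.01). Fos, an immediate-early transcription factor, rose by 0.26 (SE 0.05, adjusted p = 0.0203) and Hdac5, a class IIa deacetylase itself, by 0.17 (SE 0.03, adjusted p = 0.0179). Egr1 was the fourth. Arc, which acts at synapses after activity, had a log2 fold change of 0.18 (adjusted p = 0.0857), and Bdnf, a neurotrophin, stood at −0.01. The median over the list was 0.08 (camera, adjusted p = 8.46e-05; adjusted p = 0.0828 with an estimated correlation, the highest over its alternatives, from 2.70e-05). This list was drawn from general knowledge and is not the published profile that the paper compared with.

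Of the MEF2 factors, Mef2d rose by 0.16 (SE 0.03, adjusted p = 0.0213) at its brightest probe set, while the other 2 stood at −0.08 and −0.06 and did not pass. The brightest one passed under 29 of 33 alternatives, and not with the 3′ to 5′ difference as a covariate (adjusted p = 0.0918). Mef2a had a log2 fold change of −0.05 at its brightest probe set (adjusted p = 0.590), while another of its 6 was higher by 0.15 (adjusted p = 0.0235). For Mef2b it was 0.05 (adjusted p = 0.680) and for Mef2c −0.09 (adjusted p = 0.580). Of the class IIa deacetylases besides Hdac4 and Hdac5, Hdac9 stood at 0.21 (SE 0.06, adjusted p = 0.0548; 0.0396 to 0.0430 without WT replicate 1 or Hdac4KO replicate 2, 3 or 4, and over all alternatives 0.0297 to 0.172, with 7 of 33 passing) and Hdac7 at 0.10 (adjusted p = 0.162). Hdac4 included, these 8 genes had a median of 0.07 and a mean of −0.11 (camera, Up, adjusted p = 0.815; 0.0311 without genes near Hdac4, which leaves Hdac4 out, an alternative chosen after seeing the data), with 2 higher and 1 lower (4 higher and 1 lower when adjusted over the list alone). With the 3′ to 5′ difference of the control probe sets as a covariate, 1 of the 28 targets passed, Sez6.

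**Figure D3:**
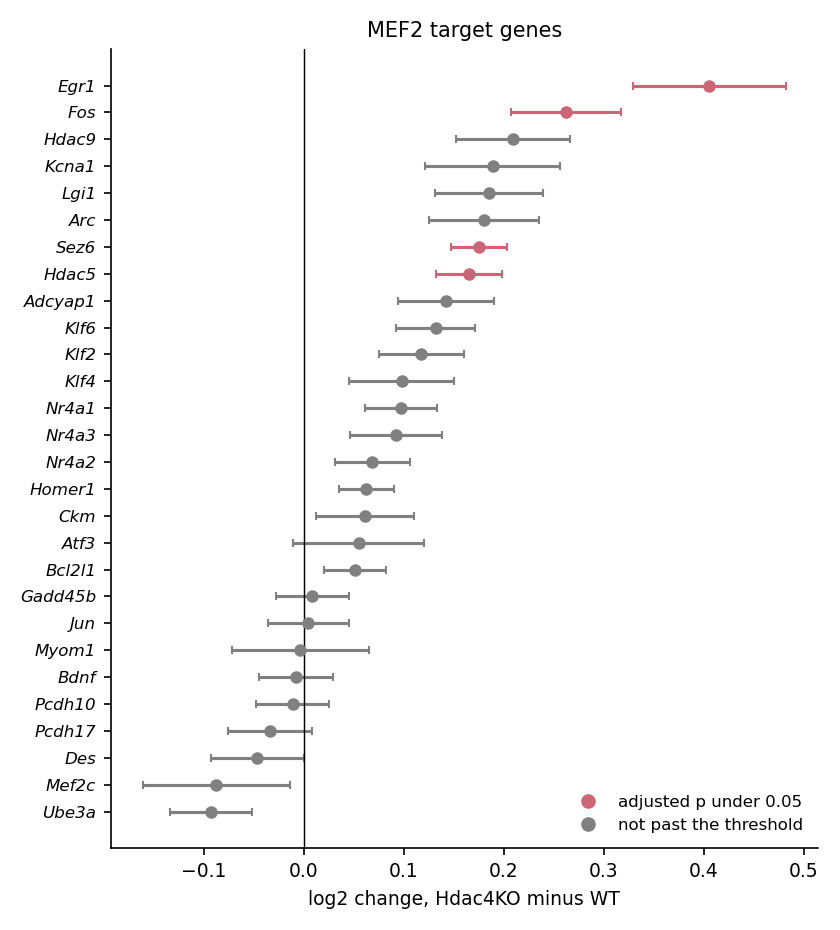
Log2 fold changes (Hdac4KO minus WT, 10 arrays each) of the 28 measured MEF2 target genes at their brightest probe set, with SE bars. Red points passed at an adjusted p under 0.05 over all probe sets, and grey points did not. The 4 that passed are Sez6, Egr1, Hdac5 and Fos, all above 0.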

We were also unable to reproduce changes in the expression of synaptic genes that were previously induced through the artificial relocation of HDAC4 to the nucleus [8]. These findings are consistent with our data showing that the steady-state levels of HDAC4 in the murine P3 brain are cytoplasmic. However, the array data were not completely devoid of changes in gene expression. 

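Of 43 synaptic proteins measured on the arrays, 1 was higher and none was lower in Hdac4KO brains at an adjusted p under 0.05 from limma (11 higher and none lower when adjusted over the list alone), judged by the brightest probe set of each gene. With the t-test 3 were higher and with trend and robust eBayes 5, and none was lower with either. Without the arrays labelled WT replicate 8 and Hdac4KO replicate 10, an alternative chosen after seeing the data, none passed. The gene that passed in limma was Homer2, a scaffold protein of the postsynaptic density. Its log2 fold change was 0.19 (SE 0.05, adjusted p = 0.0425), while its other 2 probe sets stood at 0.11 and −0.12. The presynaptic adhesion gene Nrxn2 had a log2 fold change of 0.12 (SE 0.03, adjusted p = 0.0572), and Camk2b, a kinase of synaptic plasticity, stood at 0.13 (SE 0.04, adjusted p = 0.0683). In all, 35 of the 43 log2 fold changes were above 0 and their median was 0.07 (camera, adjusted p = 1.38e-05; adjusted p = 0.370 with an estimated correlation). With the probe set of largest variance per gene the direction turned and the test gave an adjusted p of 0.970. Over the alternatives of this list the adjusted p ran from 1.59e-06 to 0.970. In 3 genes some other probe set was lower at an adjusted p under 0.05. Homer2 did not pass with the 3′ to 5′ difference as a covariate (adjusted p = 0.151, over all alternatives 0.00908 to 0.151), nor without any one of WT replicates 1 to 8 and Hdac4KO replicates 6 to 10 (0.0593 to 0.0746). Nrxn2 passed without WT replicate 9 or Hdac4KO replicate 1 or 2 (0.0293 to 0.0376), and Camk2b without WT replicate 9 (0.0416). Over all alternatives Nrxn2 passed under 8 of 33 (0.0256 to 0.189) and Camk2b under 4 of 33 (0.0319 to 0.162).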

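Prm1, which packs the DNA of sperm, rose far more than any other gene on the arrays, but at 2 of its 3 probe sets only. Whether that signal came from the endogenous Prm1 gene was not tested. At the dimmest of its 3 probe sets the mean log2 signal was 2.78 ± 0.37 (SD, n = 10) in WT and 4.75 ± 0.38 (SD, n = 10) in Hdac4KO brains, a rise of at least 3.90-fold (log2 fold change 1.96, SE 0.15, adjusted p = 2.76e-07 from limma), and at another it rose by 1.70 on the log2 scale (SE 0.11, adjusted p = 1.81e-08). Every Hdac4KO array lay above every WT array at both. The lowest signals of the arrays lie between 2.35 and 2.51, so WT Prm1 is near background there and both rises are lower bounds. The brightest probe set stood at 6.72 ± 0.05 (SD, n = 10) in WT with a log2 fold change of 0.09 (adjusted p = 0.270). Of the 17 other spermatid genes measured, 1 was higher, Odf2, a sperm tail protein also found at centrosomes (log2 fold change 0.15, adjusted p = 0.0288; 0.0503 to 0.0569 without WT replicate 4 or 7 or Hdac4KO replicate 5, 8 or 9), and the median was 0.02. Counted over all 18, 1 was higher and none lower when adjusted over the list alone as well (camera, adjusted p = 0.868).

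Igfbp6, which binds insulin-like growth factors, rose from 5.67 ± 0.30 (SD, n = 10) to 6.16 ± 0.28 (SD, n = 10), 1.41-fold (log2 fold change 0.50, SE 0.12, adjusted p = 0.0347), and 9 of 10 Hdac4KO arrays lay above the WT mean. Calml4, a calmodulin-like protein found in the choroid plexus, fell from 7.45 ± 0.17 (SD, n = 10) to 7.07 ± 0.26 (SD, n = 10), a log2 fold change of −0.38 (SE 0.09, adjusted p = 0.0368), and all 10 Hdac4KO arrays lay below the WT mean. The 14 genes of choroid plexus and ependyma, Calml4 included, had a median of −0.12, with 4 above 0 (camera, adjusted p = 0.000612; 0.370 with an estimated correlation). A fall particular to Calml4 is thus not shown. Synpo, an actin-associated protein of dendritic spines, had a log2 fold change of 0.25 (SE 0.09, adjusted p = 0.123). Igfbp6 passed under 16 of 32 alternative settings and Calml4 under 19 of 33, with adjusted p-values from 0.0152 to 0.135 and from 0.0161 to 0.0982, and neither passed with the 3′ to 5′ difference as a covariate. The call of Igfbp6 ended without any one of WT replicates 2 to 7 and Hdac4KO replicates 5, 7, 8, 9 and 10 (0.0516 to 0.0667), and that of Calml4 without any one of WT replicates 2 to 7 and Hdac4KO replicates 5 to 9 (0.0509 to 0.0744). Prm1 at its dimmest probe set passed under all 31.

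**Figure D4:**
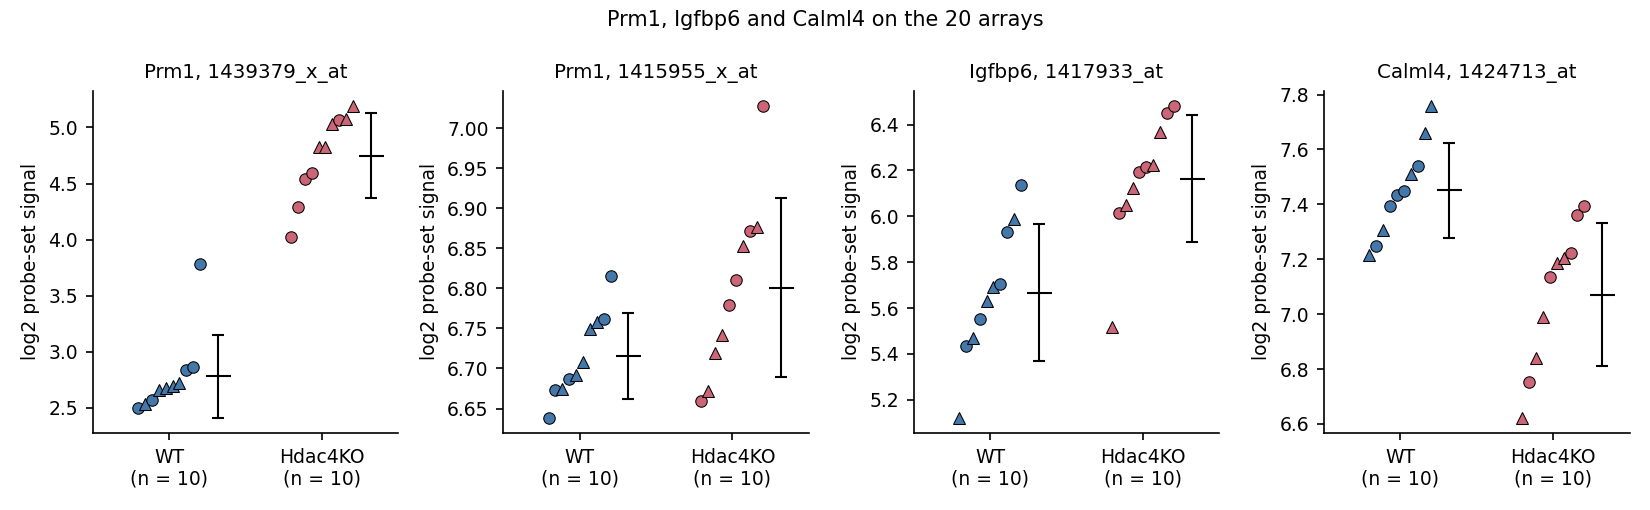
Log2 signals of Prm1 at its dimmest and its brightest probe set, Igfbp6 and Calml4 in each array by genotype. Points are arrays (circles, labelled male; triangles, labelled female) and bars give the mean ± SD of 10 arrays. At the dimmest Prm1 probe set no Hdac4KO array overlaps the WT arrays, while for the other probe sets the genotypes overlap.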

We did detect a profound increase in the levels of *protamine 1* mRNA (> 12 fold) and a substantial increase in *Igfbp6* mRNA (>2 fold), the mechanisms for which are not clear. Out of the other top 26 deregulated transcripts, 12 were slightly increased (mostly less than 30%) and *Calml4* was the only transcript to be downregulated. A connection between these modestly dysregulated genes and the function of HDAC4 cannot be inferred from the literature. 

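Of the markers of damage and of the major brain cell types listed here, Nefl passed in limma at its brightest probe set and no other did. Of 18 genes of reactive glia and inflammation measured, none passed in limma, and 6 were higher and 2 lower at an unadjusted p under 0.05. With trend and robust eBayes 1 passed, higher, and with the t-test none did, and 3 were higher when adjusted over the list alone. C1qa, a complement protein of microglia, had a log2 fold change of 0.21 (SE 0.06, adjusted p = 0.0704), Serpina3n, a marker of reactive astrocytes, of 0.32 (SE 0.10, adjusted p = 0.0841), and Osmr, a cytokine receptor, of 0.19 (adjusted p = 0.120). Gfap stood at 0.16 (adjusted p = 0.624). The median was 0.08 (camera, adjusted p = 0.185), and fry, which asks only whether the genes move one way, gave an adjusted p of 0.0460 (over all alternatives 0.0460 to 0.662). C1qa and Serpina3n passed without WT replicate 9 (0.0178 and 0.0327) or Hdac4KO replicate 2 (0.0301 and 0.0432), and over all alternatives under 5 of 33 and 3 of 32. Of 14 genes of p53 and cell death, none passed in limma or with the t-test, 2 were higher and 1 lower at an unadjusted p under 0.05, and 1 lower passed with trend and robust eBayes and when adjusted over the list alone (camera, adjusted p = 0.815). That gene was Sesn2, a stress-response protein (log2 fold change −0.28, SE 0.08, adjusted p = 0.0576; 0.0474 without WT replicate 10 and 0.0360 without Hdac4KO replicate 2, with 7 of 33 alternatives passing), and Cdkn1a, an inhibitor of the cell cycle, stood at 0.10 (adjusted p = 0.154).

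Among 18 neuronal genes, 1 was lower and none higher at the brightest probe set (2 higher and 1 lower when adjusted over the list alone), and a dimmer one of Syt1 was lower too (−0.38, adjusted p = 0.0310). The gene lower at its brightest probe set was Nefl, the light neurofilament chain, with a log2 fold change of −0.28 (SE 0.07, adjusted p = 0.0427). Its call ended without any one of WT replicates 2 to 8 and Hdac4KO replicates 1 and 5 to 10 (0.0557 to 0.0819). Over all alternatives Nefl passed under 14 of 33. With the t-test 1 neuronal gene was higher and none lower, so Nefl did not pass there. With trend and robust eBayes 1 was higher and 1 lower. The list had a median of 0.00 and a mean of −0.01 (camera, Down, adjusted p = 0.815). Of 14 oligodendrocyte genes none passed, with none at an unadjusted p under 0.05, and none with the t-test or with trend and robust eBayes (camera, adjusted p = 0.581; 0.0282, lower, without WT replicate 1, in which Mbp stood at 9.99, against 11.1 to 12.4 in the other 19). Olig2, which specifies that lineage, stood at −0.10 (adjusted p = 0.463). Of 14 genes of astrocytes and radial glia none passed in limma or with the t-test at its brightest probe set (a dimmer one of Nes was lower by 0.29, adjusted p = 0.0427), 1 was higher and 2 lower at an unadjusted p under 0.05, and 1 higher and 1 lower passed when adjusted over the list alone and with trend and robust eBayes. Their median was −0.02 and their mean 0.00 (camera, Down, adjusted p = 0.551). Fabp7, a lipid carrier of radial glia, stood at −0.11 (adjusted p = 0.0782, or 0.0459 without Hdac4KO replicate 2, with 4 of 33 alternatives passing, the lowest at 0.0276 with trend and robust eBayes). The 14 endothelial and mural genes gave no call in limma, with the t-test, with trend and robust eBayes or over the list alone, with 1 on each side at an unadjusted p under 0.05 (camera, adjusted p = 0.815). With the 3′ to 5′ difference as a covariate none of the genes of these lists passed in limma.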

Our results are consistent with an absence of major pathological changes in the *Hdac4* knock-out murine postnatal brain at P3 [10]. Similarly, it was recently shown that the selective deletion of *Hdac4* under the control of the Thy1 or nestin promoters resulted in normal gross brain morphology and cytoarchitecture and as well in normal locomotor activity [12]. 

Taken together our data strongly suggest that HDAC4 is not involved in protein deacetylation. It is mainly localized to the cytoplasm in postnatal and adult murine brains [32], and consequently plays only a minor role as a transcriptional repressor in the postnatal murine brain *in vivo*.

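Of the probe sets past the adjusted threshold at any fold change, 51.1% were higher in Hdac4KO brains, a share that ran from 32.5% to 74.5% over the alternatives, and beyond 20% there were 72 higher and 271 lower, but 15 and 14 with the 3′ to 5′ difference as a covariate, 33 and 36 with one probe set per gene, and 55 and 431 with the replicate number as a block. Of 16 immediate-early genes, which neurons switch on after activity, 3 were higher and 1 was lower at an adjusted p under 0.05 from limma (6 higher and 1 lower when adjusted over the list alone). Besides Egr1 and Fos, Egr2 rose by 0.35 on the log2 scale (SE 0.08, adjusted p = 0.0337), and Btg2, an antiproliferative gene, fell by 0.21 (SE 0.05, adjusted p = 0.0486). The median was 0.11 (camera, adjusted p = 0.00173; adjusted p = 0.274 with an estimated correlation, the highest over its alternatives, from 0.000216). Of 12 skeletal genes governed by RUNX2, a transcription factor that HDAC4 holds back in cartilage, none passed in limma, with the t-test or with trend and robust eBayes. At an unadjusted p under 0.05, 1 was higher, Mmp13, a collagenase (log2 fold change 0.49, adjusted p = 0.122, a lower bound of the change since its WT signal of 3.02 is near background), and the list did not stand apart (camera, adjusted p = 0.917). None of its genes passed when adjusted over the list alone. None of the 16 passed with the 3′ to 5′ difference as a covariate (adjusted p = 0.0823 for Egr1, 0.0986 for Fos, 0.152 for Egr2 and 0.197 for Btg2; over all alternatives 0.0146 to 0.152 for Egr2 and 0.0249 to 0.197 for Btg2). The call of Egr2 ended without any one of WT replicates 1, 2, 3, 5, 7 and 8 and Hdac4KO replicates 6 to 10 (0.0509 to 0.0638), and that of Btg2 without any one of WT replicates 2 to 8 and Hdac4KO replicates 1, 3, 5 and 7 to 10 (0.0571 to 0.0931).

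The paper reasons from the mainly cytoplasmic location of HDAC4 in the brain (Figure 4) that HDAC4 has only a small part in repressing transcription in the postnatal brain.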

## Materials and Methods

### Ethics statement

All experimental procedures performed on mice were conducted under a project licence from the Home Office and approved by the King's College London Ethical Review Process Committee.

### Mouse maintenance and breeding

The *Hdac4* knock-out colony was maintained by backcrossing heterozygous males to B6CBAF1/OlaHsd females (Harlan Olac, Bicester, UK). Homozygotes were generated by intercrossing as required. All animals had unlimited access to water and breeding chow (Special Diet Services, Witham, UK). Mice were subject to a 12 hour light/dark cycle. 

### Genotyping

Genomic DNA was isolated from an ear-punch. The *Hdac4* knock-out mice were genotyped by PCR. The primers for the WT allele were (CTTGTTGAGAACAAACTCCTGCAGCT and AGCCCTACACTAGTGTGTGTTACACA and for mutant allele were (AGCCCTACACTAGTGTGTGTTACACA and CCATGGATCCTGAGACTGGGG). PCR conditions were as follows: 4 min at 95°C, 35x (1 min at 95°C, 30 sec at 65°C, 1.5 min at 72°C) and a final extension for 10 min at 72°C as previously described [17].

### RNA extraction and Taqman real-time PCR expression analysis

Total RNA from whole postnatal brains at P3 was extracted with the mini-RNA kit accordingly to manufacturer instructions (Qiagen). The reverse transcription reaction (RT) was performed using MMLV superscript reverse transcriptase (Invitrogen) and random hexamers (Operon) as described elsewhere [33]. The final RT reaction was diluted 10-fold in nuclease free water (Sigma). All Taqman qPCR reactions were performed as described previously [33] using the Chromo4 Real-Time PCR Detector (BioRad). Estimation of mRNA copy number was determined in triplicate for each RNA sample by comparison to the geometric mean of three endogenous housekeeping genes (Primer Design) as described [34]. Primer and probe sets for gene of interest were purchased from Primer Design.

### Affymetrix gene expression arrays

For the Affymetrix arrays: biotinylated cRNAs were prepared from 200 ng total RNA using the GeneChip 3′ IVT Express Kit (Affymetrix) following the manufacturer’s instructions. cRNA (15 μg) was hybridized to GeneChip Mouse Genome 430 version 2.0 Arrays (Affymetrix) and processed, stained, and scanned according to the manufacturer’s recommendations. The quality of input RNAs and cRNAs was verified with the Bioanalyzer 2100 (Agilent Technologies) before use. Microarray quality control was performed using the software package provided on RACE [35]. Chips with a median normalized unscaled standard error greater than 1.05 were excluded. Affymetrix annotations (version 3.0) were used for probeset-to-gene assignments. 2-tailed *t*-test was performed to assess the differences in gene expression between groups for each genotype (WT n=10; *Hdac4*KO n=10). Corrections for multiple testing were performed using the false discovery rate (FDR) according to Benjamini and Hochberg [36] with a significance threshold of *p*<0.05.

### Sample Preparation and Mass Spectrometry

The extent of lysine acetylation was determined by Cell Signalling Technology using their Acetylscan platform. Whole mouse brains (two pools each of 2-3 whole brains to obtain the final weight of 0.5 g) were brought to 10 ml each with urea lysis buffer, homogenized twice for 20 seconds, sonicated at 15 W output power once for 25 seconds, and centrifuged for 15 min at 20,000 x g to remove insoluble material. The resulting “cleared” protein extracts were reduced and carboxamidomethylated. Total protein for each tissue type was normalized prior to trypsin digestion. Proteins were digested overnight with trypsin (Worthington). Peptides were separated from non-peptide material by solid-phase extraction with Sep-Pak C18 cartridges (Waters). Lyophilized peptides were redissolved in immunoaffinity purification buffer, and acetylated peptides were isolated using slurries of the appropriate immobilized motif antibody (CST # 9895). Peptides were eluted from antibody-resin into a total volume of 100 μl in 0.15% TFA. Eluted peptides were concentrated with Eppendorf PerfectPure C18 tips immediately prior to LC-MS analysis.

The samples from each of the pools were run in duplicate to generate analytical replicates and increase the number of MS/MS identifications from each sample. Peptides were loaded directly onto a 10 cm x 75 μm PicoFrit capillary column packed with Magic C18 AQ reversed-phase resin. The column was developed with a 90-min linear gradient of acetonitrile in 0.125% formic acid delivered at 280 nl/min. Tandem mass spectra were collected with an LTQ-Orbitrap hybrid mass spectrometer, a top 10 method, a dynamic exclusion repeat count of 1 and a repeat duration of 30 sec. MS spectra were collected in the Orbitrap component of the mass spectrometer, and MS/MS spectra were collected in the LTQ. MS/MS spectra were evaluated using SEQUEST 3G and the SORCERER 2 platform from Sage-N Research (v4.0, Milpitas CA) [37]. Samples were searched against the NCBI *mus musculus* database updated on 9/10/2010 with a 1X reverse database included for false discovery rate estimation. Peptide assignments were obtained using a 5% false positive discovery rate. Cysteine carboxamidomethylation was specified as a static modification, oxidation of methionine residues was allowed, and acetylation was allowed on lysine residues. Results were further filtered by mass error (–/+ 3 ppm) and the presence of an acetylated residue in the peptide. Labelled MS/MS spectra for all peptides identified in the study are provided as hyperlinks in the MS2 Spectrum Number columns of the Details Tab of Table S1.

### Label-Free Quantitation

Label-free quantitation was performed as previously described [18,22]. Changes in acetylated peptide levels were measured by taking the ratio of raw intensities between WT and *Hdac4*KO tissues, from pool 1 and pool 2 individually and pool 1 and pool 2 combined, with the control tissues as the reference (denominator). Log_2_ ratios were determined and the median log_2_ ratio was used to normalize the ratios for each binary comparison. Median offsets ranged from 0.07 (1.05-fold change offset) to 0.30 (1.23-fold change offset). Both raw and normalized fold changes for each comparison are shown in Table S1.

To make the quantification tables more complete, a proprietary computational program was used to search for acetylated peptide ions in the ion chromatogram files on the basis of their chromatographic retention times and their mass-to-charge (m/z) ratios for all acetylated peptides identified by MS/MS in at least one sample. The retention time window used was variable and based on the pattern seen in the extracted ion chromatogram files, and the m/z range used) ±3 ppm) was dependent on the mass error narrowing performed in a previous step. The computational program collected each peptide ion’s retention time, observed m/z ratio, and intensity. Peak intensity measurements for many peptide ions were manually reviewed in the ion chromatogram files. This eliminated the possibility that the automated process selected the wrong chromatographic peak from which to derive the corresponding intensity measurement. In cases where peak shapes were not consistent across all runs, peak apex intensities were substituted with integrated peak areas (A or H in Table S1) 

### Antibodies and western blotting

The primary antibodies used in this study were: HDAC4 (Santa Cruz H-92, 1:1,000), α-tubulin (Sigma DM 1A, 1:40,000) and histone H3 (Millipore 07-690, 1:40,000). The secondary antibodies were from DAKO: anti-mouse HRP (1:3,000), anti-rabbit HRP (1:3,000). Nuclear and cytoplasmic fractions were prepared as previously described [38], western blotted as described [39] and their purity was determined by immunoblotting with antibodies to anti-histone H3 and α-tubulin. 

### Immunohistochemistry and confocal microscopy

For immunohistochemical studies, brains were frozen in isopentane at -50°C and stored at -80°C until further analysis 10-15 μm sections were cut using a cryostat (Bright instruments), air dried and immersed in 4% PFA in PBS for 15 min and washed for 3x 5 min in 0.1% PBS-Triton X-100. Blocking was achieved by incubation with 5% BSA-C (Aurion) in 0.1% PBS-Triton X-100 for at least 30 min at RT. Immunolabelling with HDAC4 (Sigma DM-15, 1:100) was performed in 0.1% PBS-Triton X-100, 1% BSA-C overnight in a humidity box at 4°C. Sections were washed 3x in PBS, incubated for 60 min at RT in a dark box with the anti-rabbit (FITC Invitrogen 1:1000 in PBS), washed 3x in PBS, followed by 30 minutes incubation with phalloidin TRITC (Sigma, 1:100) and counterstained with DAPI (Invitrogen). Sections were mounted in Vectashield mounting medium (Vector Laboratories). Sections were examined using the Leica TCS SP4 laser scanning confocal microscope and analysed with Leica Application Suite (LAS) v5 (Leica Microsystems, Heidelberg, Germany).

### Statistical analysis

Unless otherwise stated, data were analysed with Microsoft Office Excel and Student's *t*-test (two tailed).

## Supporting Information

Table S1 **Summary data table of all acetylated peptides identified in the AcetylScan study.** The Details tab is a redundant list of all identifications with accompanying scoring metrics and links to labelled MS/MS spectra. The Summary tab is a non-redundant list of proteins/sites identified in the study with relative fold changes.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

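RNA of whole brains from WT and Hdac4KO neonates at postnatal day 3 was measured on 20 Affymetrix mouse genome arrays, 10 per genotype and 5 per sex and genotype by the labels. The authors labelled 200 ng of total RNA with the GeneChip 3′ IVT Express kit, hybridized and scanned the arrays, and excluded chips by their median normalized unscaled standard error. The authors deposited log2 signals, 1 value per probe set and array. All values are positive and the quartiles are alike in the 20 arrays, so the deposited log2 values had been normalized between arrays, and they are not centred per probe set. The method of summary and normalization is not given in the sources used here.

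Of the 45101 probe sets, 64 controls were left out and 45037 were tested. In the table that pairs probe sets with genes, 34945 carry 1 symbol, 932 carry several and 9160 carry none, and the 34945 stand for 18193 genes. Of these, 18031 could be placed in gene order with the RefSeq annotation of GRCm38.p6, 1057 of them on the chromosome that carries Hdac4. The files name no genome build, so that annotation served only for names and for the order of neighbouring genes, and no coordinates are given. Some common genes are not named in the table and were not searched for by other means.

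Genotypes were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with no covariate, and the Benjamini-Hochberg procedure was applied over all probe sets tested. A probe set was called at an adjusted p under 0.05, and for counts beyond 20% and 30% also at a ratio of geometric means, either way round, above 1.2 and 1.3. The methods name a 2-tailed t-test with a false discovery rate of 0.05, which was run as an alternative. Contrasts within each sex and their interaction came from a fit of 4 groups with a shared spread. Gene lists were compared with all other genes by camera, with a preset correlation of 0.01, on the brightest probe set of each gene, and adjusted over the 25 lists. Called genes within 100 genes of Hdac4 were counted against the other placed genes with a two-sided Fisher exact test. The 3′ minus 5′ signal of the actin and Gapdh control probe sets was compared with a permutation test of 100000 resamples. The comparisons were tested on simulated data, with 200 changed probe sets in each.

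The comparisons, the lists, the alternatives and the rule for naming genes were chosen before the data were examined, with values in the paper's figures already seen. The rule names the 10 genes higher and the 10 lower with the largest change among called probe sets of 1 symbol. It adds Hdac4, the other class IIa deacetylases, Hdac3, the MEF2 factors and Vegfa; of the genes chosen for qPCR, Prm1, Igfbp6, Synpo, Calml4 and those with the 3 smallest and 3 largest p on each side; up to 4 members of each list by p; up to 10 called neighbours of Hdac4 by p; and sex-linked genes. The brightest probe set is given for a gene with several, except for the largest changes and the neighbours. Genes named outside that rule, such as Crebbp, Bmpr2, Bdnf, Arc, Gfap, Cenpe, Nes, Ube3a, Gh, Pomc and Mbp, were chosen after their values were seen. The lists are the sets chosen for qPCR as higher and as lower, targets of MEF2, synaptic proteins, class IIa deacetylases with MEF2 factors, other deacetylases and sirtuins, histone acetyltransferases, immediate-early genes, skeletal genes of RUNX2, hypoxia and VEGF, reactive glia and inflammation, p53 and cell death, proliferation, spermatid genes, choroid plexus and ependyma, meninges and fibroblasts, endothelial and mural cells, erythroid cells, hormones of pituitary and hypothalamus, the oligodendrocyte lineage, astrocytes and radial glia, neurons, nuclear-retained long non-coding RNAs, sex-linked genes, and the qPCR reference genes.

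Alternatives changed one choice at a time: the t-test or Welch's test in place of limma, sex or the 3′ to 5′ difference as a covariate, the replicate number as a block, dim probe sets left out (22603 kept, above the array median in at least 10 arrays), quantile normalization or median centring, trend and robust eBayes, array weights, one probe set per gene, each array left out in turn, and other readings of a percent change. For the lists they were an estimated correlation, fry, and the mean or the most variable of a gene's probe sets. Leaving out the 2 arrays whose signals lie between the genotypes, leaving out the 3 arrays whose sex-linked genes go against their label, and testing the lists without the genes near Hdac4 were added after seeing the data. The replicate numbers are shared by WT and Hdac4KO arrays, and what they stand for is not given in the sources used here. Over all probe sets they pair few arrays: for 1 of 10 numbers the WT array correlated best with the Hdac4KO array of the same number, and 1 of 10 pairs had a correlation above 0.1. The probe sets lower by more than 20% do share structure with the numbers, since their mean was lowest in replicates 9 and 10 of both genotypes. Of the other measurements of the study, the qPCR, the western blots, the images and the acetylated peptides were not analysed here. The number of arrays limits the precision, and no measure of depth applies to arrays.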

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

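The tests on the array labelled Hdac4KO replicate 10 were chosen after the results were seen. So was the comparison with other probe sets of the genes lower by more than 20%. The count of the largest changes on the chromosome that carries Hdac4 was chosen then too. The pattern of more lower than higher probe sets was examined beyond 20% only after the counts were seen. The comparisons of RNA quality with arrays left out were also chosen after seeing the data. The others were set beforehand unless stated otherwise below.

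Genes near Hdac4 were over-represented among the changed genes: within 100 genes of it, 7 of 74 (9.46%) were called, against 348 of 17956 others (1.94%), an odds ratio of 5.28 (95% confidence interval 2.03 to 11.6, Fisher exact test, two-sided p = 0.000628), and the share was 10.5% within 50 genes and 2.13% beyond 800. Of the 12 neighbours with any called probe set, 6 were higher (a share of 0.5, interval 0.211 to 0.789; among them Bok 0.37, Ramp1 0.46 and Ing5 0.51) and 6 lower (among them Stk25 −0.53, Kif1a −0.51 and Asb1 −0.71), which argues against the loss of a repressor that acts on all of them. A candidate explanation is DNA of the donor strain that stays linked to the targeted allele; the odds ratio is the pattern itself and does not test it, and the strain of the targeted cells is not given in the sources used here. Sequence differences under single probe sets may add to it. The 21 other probe sets of 10 neighbours changed by a median share of 0.0184 of the called one (interquartile range −0.175 to 0.385). Across the genome the share was 0.0367 for probe sets lower by more than 20% and 0.193 for those higher by more than 20%. The neighbours were taken at any fold change, so whether the small share is particular to them is not settled. The arrays hold no genotype of the strain, so donor-strain DNA and sequence differences both stay open. A direct effect of HDAC4 on part of these genes stays open as well. Of the 20 named genes with the largest change, counted after seeing them, Pam, Armc9, Ing5, Farsb and Ramp1 lie on this chromosome besides Hdac4. The chromosome holds 5.86% of the placed genes other than Hdac4. A one-sided hypergeometric test of 5 in 20 called genes with the largest change, against those placed genes, gave p = 0.00506. It is not a test of the 20 named genes, since those include Hdac4 and also A830010M20Rik, which was not placed. The 5 genes it counted need not be the ones named here.

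Beyond 20%, a limit at which the pattern was examined only after the counts were seen, 271 probe sets were lower and 72 higher, a ratio of 3.76, which all but vanished with one probe set per gene (36 lower and 33 higher) and grew with the replicate number as a block (431 and 55). A lower level of all transcripts of these genes is argued against: over the 228 with other probe sets, those changed by a median share of 0.0367 of the called one (interquartile range −0.0612 to 0.186), and for the 33 higher ones the share was 0.193. A difference in RNA quality cannot be told apart from genotype. With the 3′ to 5′ difference as a covariate 14 of the 271 passed and 15 of the 72. The median log2 fold change of the 271 went from −0.38 to −0.33 and its median SE from 0.0871 to 0.0870. The covariate itself differed by 0.0250 between genotypes (permutation test, p = 0.0836). Actin alone gave 0.0399 (permutation p = 0.0485) and Gapdh alone 0.00996 (permutation p = 0.478). Without the 2 arrays between the genotypes the covariate differed by 0.0177 (permutation p = 0.215). Without the 3 arrays against their sex label it differed by 0.0181 (permutation p = 0.230), and both exclusions were chosen after seeing the data. Normalization stays open too: the ratio was 3.52 after quantile normalization and 4.43 after median centring, a shift of at most 1.18 times, but arrays deposited at near-equal medians cannot test the step already applied. A biological effect of HDAC4 on some transcript forms stays open and was not tested.

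The array labelled Hdac4KO replicate 10 lay between the genotypes and between the sexes: its Hdac4 signal was 7.43, its median WT share over Prm1 and the genes of the chromosome that carries Hdac4 was 0.454 (interquartile range 0.310 to 0.556), and the mean share of male signal over its Y-linked genes was 0.407, beside Xist at 12.3. A heterozygous brain of either sex is argued against, since the highest share of a Y-linked gene was 0.412, far from a male or a female level. RNA of a WT brain of the other sex mixed into the sample is a candidate explanation. The Y-linked genes (male shares of 0.412, 0.396 and 0.412) and Xist (female share of 0.677) show signal of both sexes in this array. They do not show the genotype of a second source. Over the called probe sets on other chromosomes the median WT share was 0.15 for the higher ones (interquartile range −0.29 to 0.62). For the lower ones it was −0.67 (−0.99 to −0.21). This measure also misplaces other arrays (lower ones, 0.10 in WT replicate 9 and −0.51 in Hdac4KO replicate 9). It thus speaks neither for nor against a mixture with WT RNA, which is left undecided. The share was revised after seeing the data, first from stricter limits with means to an adjusted p under 0.01 and a log2 change above 0.3 with medians, later to that chromosome and Prm1; with genes of all chromosomes it was 0.37 for this array (0.00 to 0.53, 16 genes), 0.60, 0.19 and 0.36 for WT replicates 8, 9 and 10, and 0.30 and 0.34 for Hdac4KO replicates 1 and 2, so that it no longer sets this array apart, and on simulated data a true share of 0.6 came out as 0.72. The paper's western blot shows no HDAC4 in Hdac4KO brains, which does not settle the label of a single array, and no biological explanation was tested.

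Among groups of 5 or 10 arrays, 25 of 260 tested held an array far from the others, where chance flags about 1 in 20 groups, or 13. In the array labelled WT replicate 8, Prm1 stood at 3.78 and Stk25 at 11.1 (log2), and its median WT share was 0.622. In Hdac4KO replicate 10, Asb1 stood at 7.93 and Kdm5d at 6.88. The array labelled WT replicate 5, a male by its label, had Xist at 12.6, Kdm5d at 2.96, Uty at 2.95 and Eif2s3y at 3.54. The array labelled WT replicate 9, a female by its label, had Xist at 5.99, Kdm5d at 8.07, Uty at 6.54 and Eif2s3y at 9.60, with Homer2 at 10.2 and Malat1 at 12.1. In Hdac4KO replicate 1, Igfbp6 stood at 5.52, and in WT replicate 4, Hdac5 stood at 9.08. In Hdac4KO replicate 8, Sez6 and Ncoa1 stood at 10.6 and Avp at 9.65. Gtf3c4 stood at 9.77 in Hdac4KO replicate 9, and Nefl at 12.6 in Hdac4KO replicate 2.

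Of the 10 genes with the largest increase, the paper does not discuss Egr1 (log2 fold change 0.41) and 2610528A11Rik (0.40, adjusted p = 0.0233), which were above the WT mean in all 10 Hdac4KO arrays. For the dimmest Prm1 probe set, the lowest Hdac4KO array stood at 4.02 and the highest WT array at 3.78, a gap of 0.24, and the SD in Hdac4KO arrays was 3.13 times that of the median probe set. The 17 other spermatid genes had an interquartile range of −0.05 to 0.05 on the log2 scale. In the array labelled WT replicate 8 the WT share was 0.67 for Prm1 and 0.58 for Hdac4. In Hdac4KO replicate 10 the values were 0.55 and 0.52. Prm1 does not lie on the chromosome that carries Hdac4, and the source of its signal was not tested.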

How the results depend on the processing

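Leaving out 2 arrays between the genotypes, leaving out 3 arrays against their sex label, and testing lists without genes near Hdac4 were chosen after seeing the data; the cause was not tested where none is named. Over all alternatives, the 123 named genes gave 3733 values on the same side of the threshold, 224 lost calls, 61 gained calls and no reversal, with 87 changes of sign where neither value passed; the lists gave 27 such changes. Prm1 at its dimmest probe set, Pam, Armc9, Stk25, Bok, Kif1a, Asb1 and Sez6 passed under every alternative run. The brightest Prm1 probe set passed under none of 33. Egr1, Fos, Hdac5, Ngef, Igfbp2 and Golm2 passed under every one but the RNA quality covariate. The first and the second Hdac4 probe set passed throughout; the third stood at −0.48 (adjusted p = 0.0802; range over its alternatives 0.00489 to 0.0802) with that covariate. The odds ratio near Hdac4 ran from 1.73 for the whole chromosome to 58.2 with the RNA quality covariate and passed throughout. The p53 list passed under none.

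With the RNA quality covariate 23 probe sets were higher and 20 lower at any fold change (all 43 called by limma without it), 15 and 14 beyond 20%, and 7 and 9 beyond 30%; 11 passed in males, and 3 and 1 genes of the qPCR sets. Without the 2 arrays between the genotypes the counts were 157 and 170, 42 and 110, with 56 lower beyond 30%, 34 in males, 1 for the interaction and 4 of the lower qPCR set. Without the 3 arrays against their sex label they were 174 and 241, 42 and 178, 10 higher beyond 30% and 6 of the higher qPCR set. Welch's test gave 42 higher beyond 20%, 267, 132 and 77 lower, and 6 and 7 qPCR genes; the methods' t-test gave 7 of the higher qPCR set. Array weights gave 789 higher, 121 beyond 20%, and 712 lower; trend and robust eBayes 765 higher and 36 in males; without dim probe sets (fewer tested) 996 were higher, 11 beyond 30%, and 53 in males. With one probe set per gene (fewer tested) 132 were lower, 33 higher and 36 lower beyond 20%, 7 and 10 beyond 30%, and 6 and 2 qPCR genes. Of the calls at any fold change 74.5% were higher there, against 51.1% with all probe sets. The cause of that shift was not tested. An unadjusted p gave 186 higher and 685 lower beyond 20%, and 40 and 259 beyond 30%; a decrease read as a ratio under 0.7 gave 61. The fit within one sex alone gave 3 in males. With the replicate block 308 were higher, 431 lower beyond 20% (271 without it), 2 passed in males, 6 in females and 1 for the interaction. The numbers thus carry signal in the lower probe sets, whose mean was 6.93 and 7.00 in WT replicates 9 and 10 and 6.49 and 6.46 in Hdac4KO replicates 9 and 10, the lowest of each genotype. The MEF2 list had an adjusted p of 0.0828 with an estimated correlation and 0.0810 with the largest-variance probe set (range 2.70e-05 to 0.0828). The synaptic list had 0.370 with an estimated correlation, 0.249 with the mean of probe sets, and 0.970 and the opposite direction with the largest-variance probe set (range 1.59e-06 to 0.970). Reactive glia passed with fry alone (0.0460, range to 0.662). The 3′ to 5′ difference of actin alone was 0.0399 (permutation p = 0.0485).

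Leaving out one array at a time, the counts ran from 184 to 991 higher at any fold change, 36 to 148 beyond 20% and 11 to 30 beyond 30%, and from 167 to 724, 108 to 421 and 65 to 229 lower; 8 to 33 in males, 16 to 23 in females, 0 to 0 for the interaction; 6 to 13 and 7 to 18 of the qPCR sets; odds ratio 2.62 to 10.7; adjusted p 2.70e-05 to 0.000439 for the MEF2 list, 1.59e-06 to 9.41e-05 for synaptic proteins, 0.104 to 0.349 for reactive glia and 0.680 to 0.966 for p53; Hdac4 −1.49 to −1.33, −1.27 to −1.16 and −0.52 to −0.41. Counts higher and lower at any fold change moved by over 1.5 times without WT replicate 2 (184 and 167), 3 (288 and 261), 4 (213 and 190), 5 (208 and 183), 6 (296 and 254) and 7 (226 and 254), and without Hdac4KO replicate 2 (991 and 724), 5 (218 and 244), 7 (243 and 258), 8 (184 and 177), 9 (249 and 247) and 10 (255 and 266); without WT replicate 1 the higher (311) and without WT replicate 9 the lower (681) did. Beyond 20% this held for the higher without WT replicate 2 (40) and 5 (43) and Hdac4KO replicate 2 (148), 5 (42) and 8 (36), and for the lower without WT replicate 2 (108), 3 (163), 4 (125), 5 (125), 6 (169), 7 (169) and 9 (421) and Hdac4KO replicate 2 (409), 5 (168), 7 (174), 8 (120), 9 (151) and 10 (162). Beyond 30% it held for the higher without WT replicate 5 (12) and Hdac4KO replicate 2 (30) and 8 (11), and for the lower without WT replicate 2 (65), 3 (87), 4 (79), 5 (75) and 9 (229) and Hdac4KO replicate 8 (68), 9 (75) and 10 (81).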

Differences from the paper's values

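Both counts below were made at the paper's stated thresholds, an adjusted p under 0.05 with a change of more than 20% or 30%. For probe sets lower by more than 30% the paper's value is 69 and the value here was 142. Of the alternatives set before the data were examined, Welch's test (77), a decrease read as a ratio under 0.7 (61), and leaving out WT replicate 2 (65), 3 (87), 4 (79), 5 (75), 6 (95) or 7 (100), or Hdac4KO replicate 7 (102), 8 (68), 9 (75) or 10 (81), come within 1.5 times of the paper's value. The methods' t-test (107), sex as a covariate, the replicate block, dim probe sets left out, quantile normalization, median centring, trend and robust eBayes, array weights, the RNA quality covariate, one probe set per gene, genes near Hdac4 left out, arithmetic means, an unadjusted p, and leaving out WT replicate 1, 8, 9 or 10 or Hdac4KO replicate 1, 2, 3, 4, 5 or 6 do not. Leaving out the 2 arrays between the genotypes (56), chosen after seeing the values, comes within 1.5 times too, and with it 4 of the genes chosen for qPCR as lower pass in place of 15, and 8 of those chosen as higher in place of 11.

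For probe sets higher by more than 20% the paper's value is 109 and the value here was 72. Within 1.5 times of the paper's value are quantile normalization (79), trend and robust eBayes (88), array weights (121), arithmetic means (73), and leaving out WT replicate 6 (75), 9 (97) or 10 (84), or Hdac4KO replicate 1 (77), 2 (148), 3 (90), 4 (75) or 6 (80). The methods' t-test (53), Welch's test, sex as a covariate, the replicate block, dim probe sets left out, median centring, the RNA quality covariate, one probe set per gene, genes near Hdac4 left out, a decrease read as a ratio, an unadjusted p, and leaving out WT replicate 1, 2, 3, 4, 5, 7 or 8 or Hdac4KO replicate 5, 7, 8, 9 or 10 are not. No setting gave exactly 69 lower or 109 higher. The other counts, 271 lower beyond 20% and 19 higher beyond 30%, lie within 1.5 times of the paper's 363 and 22. The first does not with the methods' t-test (197), with Welch's test (132) or with a decrease read as a ratio under 0.8 (199), the reading that brings the count beyond 30% to 61, nor with the RNA quality covariate, one probe set per gene, an unadjusted p, or any one of WT replicates 1 to 8 or Hdac4KO replicates 5 to 10 left out. The second does not with Welch's test (14), dim probe sets left out, the RNA quality covariate, one probe set per gene, an unadjusted p, or WT replicate 2, 5 or 7 or Hdac4KO replicate 5, 7 or 8 left out.

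The paper states that, of the genes chosen as lower, Calml4 alone was lower by qPCR. On the arrays 15 of the 18 measured had a lower probe set, and by the brightest probe set Calml4 (log2 fold change −0.38) and Stk25 (−0.53) were lower. The paper finds Golm2 (Casc4 in the paper), Pnmal2, Rlf, Scd2 and Nedd4 unchanged by qPCR. On the arrays a single probe set of each was lower, with log2 fold changes from −0.99 to −0.76, and their others did not pass. The paper gives Stk25, Gmfb, Cdh7, Bmpr2 and Atrx as higher by qPCR. On the arrays Stk25 was lower in all 10 Hdac4KO arrays. Atrx stood at −0.74 and −0.54 (adjusted p = 0.0413 for the second) in the 2 probe sets that passed, and at 0.02 in the brightest. Bmpr2 stood at −0.46 and at 0.17, the latter higher as in the paper. The brightest Bmpr2 probe set stood at 0.08 and did not pass (adjusted p = 0.127). Gmfb stood at 0.08 in its brightest probe set and between −1.32 and −1.10 in 3 others, and Cdh7 at 0.28 and at −0.87 (adjusted p = 0.0501), none past the threshold. The paper finds Synpo higher and Sytl2 unchanged by qPCR, while on the arrays Synpo stood at 0.25 (adjusted p = 0.123) and passed under none of 33 alternatives, and Sytl2 was higher by 0.28 (adjusted p = 0.0408). For Pam the paper finds a small increase by qPCR, less than the 1.90-fold at its only probe set on the arrays. Ing5 and Farsb were unchanged by qPCR. On the arrays a single probe set of each was higher (0.51 and 0.46), and their others did not pass. The paper states a larger rise by qPCR for Igfbp6 than the 1.41-fold on the arrays, in the same direction. For Prm1 both rise, and the 3.90-fold on the arrays is a lower bound, so the sizes are not compared. The paper states that no change in MEF2-dependent transcripts was detected. Of the list tested here, which is not the paper's, 4 of 28 passed, all higher, and 24 did not, and the list was higher with the preset correlation (adjusted p = 8.46e-05) and not with an estimated one (0.0828). The paper states that changes in synaptic genes, earlier brought about by moving HDAC4 into the nucleus, were not reproduced. The synaptic list tested here is not that set of genes. In limma 42 of its 43 did not pass. The list had an adjusted p of 1.38e-05 from camera with the preset correlation and 0.370 with an estimated one.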

Other observations

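No test below was chosen after seeing the data, apart from 2 repeats named as such. Genes of proliferation stood slightly lower in Hdac4KO brains: all 19 measured had a log2 fold change below 0, with a median of −0.11 (camera, adjusted p = 1.25e-05; adjusted p = 0.662 with an estimated correlation and 0.299 with fry). At the brightest probe set none passed in limma, with the t-test, with trend and robust eBayes or when adjusted over the list alone, and 6 were lower at an unadjusted p under 0.05, while a dimmer probe set of Cenpe was lower by 0.56 (adjusted p = 0.0234). Cdk1, the kinase of mitotic entry, stood at −0.21 (adjusted p = 0.103) and Top2a, a topoisomerase of dividing cells, at −0.22 (adjusted p = 0.174). Of 14 genes of choroid plexus and ependyma, 3 were lower and none higher (4 lower and 1 higher when adjusted over the list alone), with a median of −0.12 (camera, adjusted p = 0.000612; adjusted p = 0.370 with an estimated correlation and 0.0921 with fry). Besides Calml4 these were Ttr, the thyroxine carrier of the choroid plexus, at −0.14 (SE 0.03, adjusted p = 0.0420), and Sostdc1, a secreted BMP and Wnt antagonist, at −0.30 (SE 0.08, adjusted p = 0.0478), while Folr1, a folate receptor, stood at −0.30 (adjusted p = 0.0868). Ttr lost its call without any one of WT replicates 2 to 7 and Hdac4KO replicates 5 and 7 to 10 (0.0608 to 0.0816), and Sostdc1 without any array but WT replicates 1 and 9 and Hdac4KO replicate 3 (0.0520 to 0.0905). Neither list held a called gene with the RNA quality covariate. Of the choroid plexus and ependyma genes, 3 were lower with trend and robust eBayes, but 1 with the t-test. It was also 1 without the 2 arrays between the genotypes and 1 without the 3 arrays against their sex label, both chosen after seeing the data.

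Of 15 genes of meninges and fibroblasts, Igfbp2, an insulin-like growth factor binding protein, fell by 0.20 (SE 0.04, adjusted p = 0.0221), Igfbp6 rose, and the others did not pass (2 higher and 3 lower when adjusted over the list alone; camera, adjusted p = 0.185; 0.0224, lower, without WT replicate 5, and 0.00834, lower, without the 3 arrays against their sex label, chosen after seeing the data). Lum, a matrix protein, stood at −0.25 (adjusted p = 0.0642; 0.0378 without WT replicate 10; 4 of 33 alternatives passed). Of 16 genes of hypoxia and VEGF none passed in limma or with the t-test at its brightest probe set (a dimmer one of Hif1a was lower by 0.49, adjusted p = 0.0162), 1 higher and 2 lower did at an unadjusted p under 0.05, and Slc2a1, the glucose transporter of the blood-brain barrier, was higher when adjusted over the list alone and stood at 0.15 (adjusted p = 0.0604; 0.0321 without Hdac4KO replicate 2; 4 of 33 alternatives passed; 1 higher with trend and robust eBayes); Vegfa stood at −0.11 (adjusted p = 0.174). The list had a median of 0.00278, a mean of −0.00341 and an adjusted p of 0.815 from camera (Down). Of 8 nuclear-retained long non-coding RNAs none passed in limma, with the t-test or with trend and robust eBayes. On each side 2 did at an unadjusted p under 0.05, and 2 higher and 1 lower when adjusted over the list alone. Malat1 stood at −0.44 (adjusted p = 0.132) and passed under 1 of 33 alternatives, the replicate number as a block (0.0499). Neat1 stood at 0.35 (adjusted p = 0.0883; camera for the list, 0.815). Of 7 erythroid genes and 15 hormones of pituitary and hypothalamus none passed under any of these tools or over the list alone, 1 and 2 were higher and none lower at an unadjusted p under 0.05, and camera gave 0.815 and 0.829; the hormone list had a median of −0.01 and a mean of 0.01. The array labelled WT replicate 10 had Gh at 7.35 and Pomc at 8.71 on the log2 scale, against 5.02 to 5.45 and 6.33 to 6.81 in the other 19. The 4 sex-linked genes had adjusted p-values from 0.836 to 0.965, a median of −0.13 and a mean of 0.09 (camera, Down, 0.829).

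The paper gives no result by sex. By the labels, which 3 arrays go against, 17 probe sets were changed in males (4 higher) and 18 in females (10 higher), 9 of them in both. Pam rose by 0.83 in males (adjusted p = 0.000802) and by 1.03 in females (adjusted p = 1.41e-05), and Hdac4 at its most changed probe set stood at −1.35 and −1.42. Slc12a2, a chloride transporter, fell in males by 1.00 (adjusted p = 0.0410) and stood at −0.32 in females (adjusted p = 0.499), and the interaction test did not separate the sexes (adjusted p = 0.917). For the interaction limma called 0 probe sets, as did trend and robust eBayes, with 2409 at an unadjusted p under 0.05. On simulated data the interaction test called 12% of effects of 1.2-fold, 30% at 1.3-fold, 72% at 1.5-fold and 92% at 2-fold. The counts were 2 in males and 6 in females with the replicate number as a block, 3 and 14 when each sex was fitted alone, 11 and 18 with the 3′ to 5′ difference as a covariate, and 36 and 24 with trend and robust eBayes. The count in males was 8 without WT replicate 6 or Hdac4KO replicate 8, 10 without Hdac4KO replicate 3, 11 without WT replicate 4, 26 without Hdac4KO replicate 9 and 33 without Hdac4KO replicate 10. Without the 2 arrays between the genotypes and without the 3 arrays against their sex label, both chosen after seeing the data, the first gave 34 in males.

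In 100 splits of the arrays into groups of the same sizes, the real one included, chance can be excluded for the genotypes: the real count was 927, the highest other 22, and 1 split reached it. It can be excluded within males too (17, highest other 7, 1 split) and within females (18, highest other 3, 1 split). For the interaction the real count was 0, which all 100 splits reach whatever the data, so the splits say nothing there (highest other 4).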
